# The bromodomain-containing protein Ibd1 links multiple chromatin-related protein complexes to highly expressed genes in *Tetrahymena thermophila*

**DOI:** 10.1186/s13072-018-0180-6

**Published:** 2018-03-09

**Authors:** Alejandro Saettone, Jyoti Garg, Jean-Philippe Lambert, Syed Nabeel-Shah, Marcelo Ponce, Alyson Burtch, Cristina Thuppu Mudalige, Anne-Claude Gingras, Ronald E. Pearlman, Jeffrey Fillingham

**Keywords:** Chromatin-remodeling complexes, Bromodomain, Tetrahymena

## Abstract

**Background:**

The chromatin remodelers of the SWI/SNF family are critical transcriptional regulators. Recognition of lysine acetylation through a bromodomain (BRD) component is key to SWI/SNF function; in most eukaryotes, this function is attributed to SNF2/Brg1.

**Results:**

Using affinity purification coupled to mass spectrometry (AP–MS) we identified members of a SWI/SNF complex (SWI/SNF^Tt^) in *Tetrahymena thermophila*. SWI/SNF^Tt^ is composed of 11 proteins, Snf5^Tt^, Swi1^Tt^, Swi3^Tt^, Snf12^Tt^, Brg1^Tt^, two proteins with potential chromatin-interacting domains and four proteins without orthologs to SWI/SNF proteins in yeast or mammals. SWI/SNF^Tt^ subunits localize exclusively to the transcriptionally active macronucleus during growth and development, consistent with a role in transcription. While *Tetrahymena* Brg1 does not contain a BRD, our AP–MS results identified a BRD-containing SWI/SNF^Tt^ component, Ibd1 that associates with SWI/SNF^Tt^ during growth but not development. AP–MS analysis of epitope-tagged Ibd1 revealed it to be a subunit of several additional protein complexes, including putative SWR^Tt^, and SAGA^Tt^ complexes as well as a putative H3K4-specific histone methyl transferase complex. Recombinant Ibd1 recognizes acetyl-lysine marks on histones correlated with active transcription. Consistent with our AP–MS and histone array data suggesting a role in regulation of gene expression, ChIP-Seq analysis of Ibd1 indicated that it primarily binds near promoters and within gene bodies of highly expressed genes during growth.

**Conclusions:**

Our results suggest that through recognizing specific histones marks, Ibd1 targets active chromatin regions of highly expressed genes in *Tetrahymena* where it subsequently might coordinate the recruitment of several chromatin-remodeling complexes to regulate the transcriptional landscape of vegetatively growing *Tetrahymena* cells.

**Electronic supplementary material:**

The online version of this article (10.1186/s13072-018-0180-6) contains supplementary material, which is available to authorized users.

## Background

Eukaryotic cells possess multiple levels of regulation of mRNA transcription by RNA polymerase II. Many co-activators of transcription exert their function through chromatin-modifying activities. In budding yeast, the SAGA histone acetyl transferase complex co-activates transcription by acetylating specific lysine residues in the N-terminus of histone H3 within the nucleosome, which can then serve as a platform to recruit the SWI/SNF complex via the bromodomain (BRD) present in SNF2/Brg1 [1]. The BRD specifically binds acetyl-lysine (Kac) within proteins such as histones [2]. When recruited to a genomic region, the SWI/SNF complex co-activates transcription in part by hydrolyzing ATP via the Snf2 subunit and remodeling nucleosomes to make promoter sequences available to be bound by general transcription factors (TFs) such as TFIID. Some other histone-modifying complexes that function in promoting transcription include the NuA4 histone acetyl transferase that acetylates nucleosomal H4 [3], and the Set1 and Set2 histone methyl transferases that methylate nucleosomal H3K4 and H3K36 [4], respectively. Additional protein domains that function in transcription complexes by recognizing some of the diverse histone post-translational modifications (PTMs) include the methyl lysine-recognizing PHD and chromodomains [5]. Other ATP-dependent chromatin-remodeling complexes that function in transcription include the SWR complex that exchanges core H2A in the nucleosome for the transcription-friendly histone H2A variant Htz1 [6, 7] and the INO80 complex one function of which is to catalyze the reverse reaction [8].

A typical eukaryotic nucleus is composed of regions of transcriptionally inert heterochromatin as well as euchromatic areas which are considered competent for transcription. The ciliate protozoan *Tetrahymena thermophila* is a unique model system for studying transcription since it segregates germ-line-specific silent (micronucleus—MIC), and somatic transcriptionally active (macronucleus—MAC) chromatin into two distinct nuclei contained within its single cell. The different chromatin structures of the MAC and MIC have their origins in the sexual phase (conjugation) of the life cycle [9]. After pairing, the MIC in each of the two cells undergoes meiosis, generating four haploid meiotic products, only one of which is retained. This gametic nucleus divides mitotically, and one of the two resulting identical haploid nuclei is reciprocally exchanged and fuses with that of its partner to form a genetically identical diploid zygotic nucleus in each cell. The zygotic nucleus divides twice, resulting in four identical products at which point two begin to develop into new MACs (NM). MAC development in the NM of each exconjugant involves extensive programmed DNA rearrangements/irreversible genome silencing that is directly linked to ncRNA-based changes in chromatin structure. These DNA rearrangements include site-specific chromosome fragmentation as well as the deletion of MIC-limited sequences called internal eliminated sequences (IESs) that together result in the loss of ~ 15% of the germ-line genome [10]. IES deletion begins with the bidirectional transcription of RNAs from the meiotic MIC [11, 12]. Meiosis is the only stage of the *Tetrahymena* life cycle where the MIC is transcribed [11, 13]. This meiotic MIC-specific transcription is catalyzed by RNAPII [13]. A global MIC-specific nuclear run-on analysis showed that meiotic MIC-specific transcription is biased toward IES DNA, implying that initiation/start-site selection of the MIC-specific transcription is regulated and not simply a result of global or random transcription [12, 14]. The underlying molecular mechanisms underlying any transcription in *Tetrahymena* remain poorly understood.

We previously characterized a SNF2-related gene in *T. thermophila* [15]. Despite high primary sequence similarity of Brg1^Tt^ to the budding yeast Snf2 and human Brg1 through most of the protein, Brg1^Tt^ does not possess a recognizable BRD, and its C-terminal region, unlike the entire protein, is dispensable for growth and development [15] raising the possibility that SWI/SNF^Tt^ functions independently of histone acetylation. Here we report a unique BRD-containing protein, Ibd1, which is a component of SWI/SNF^Tt^ during vegetative growth but not during conjugation. Recombinant Ibd1 recognizes several Kac marks on histones that are correlated with active transcription in *Tetrahymena*. AP–MS analysis of Ibd1 revealed it to interact with protein complexes in addition to SWI/SNF^Tt^ including SWR^Tt^, SAGA^Tt^, as well as with a novel putative H3K4-specific histone methyltransferase. ChIP-Seq analysis of Ibd1 suggests a role for the protein during transcription. We suggest that Ibd1 coordinates high levels of transcription of highly expressed genes in *T. thermophila*.

## Results

### Identification of *T. thermophila* SWI/SNF complex

We previously cloned and characterized the Snf2/Brg1 ortholog in *T. thermophila* [15] and predicted it to be a component of a SWI/SNF complex, similar to the situation in *Saccharomyces cerevisiae* [16] and human cells [17]. We used an affinity purification coupled to mass spectrometry (AP–MS) to identify *T. thermophila* SWI/SNF. Specifically, we profiled and compared the set of interacting proteins of two distinct putative SWI/SNF^Tt^ components, Snf5^Tt^ (TTHERM_00304150), a core subunit of yeast and human SWI/SNF complexes [18], and Snf5^Tt^-interacting protein Saf5^Tt^ (TTHERM_00241840). Our comparative sequence analysis shows Snf5^Tt^ to be highly similar to that of yeast and animal cells across most of the protein (see Additional file 1). We generated stable *T. thermophila* cell lines expressing FZZ epitope-tagged *SNF5*^*Tt*^ and *SAF5*^*Tt*^ from their respective macronuclear chromosomal loci by homologous recombination-mediated gene replacement [19]. The FZZ epitope tag contains two protein A moieties and one 3xFLAG separated by a TEV cleavage site [20], permitting tandem affinity purification of an FZZ fusion protein, which permits subsequent analysis of co-purifying proteins by Western blotting and/or mass spectrometry [21]. The *SNF5*^*Tt*^-*FZZ* and *SAF5*^*Tt*^-*FZZ* tagging constructs (see Additional files 1, 2) were used to transform growing *T. thermophila* strains using biolistic transformation. Gene replacement of the WT *SNF5*^*Tt*^ and *SAF5*^*Tt*^ that occurs by homologous recombination [22] and ‘phenotypic assortment’ (reviewed in [23]) generates homozygosity in the polyploid MAC for the chromosome containing the *SNF5*^*Tt*^-*FZZ* or *SAF5*^*Tt*^-*FZZ* gene locus. Western blotting using an FZZ-specific antibody demonstrated expression of the epitope-tagged Snf5^Tt^ or Saf5^Tt^ in whole-cell extracts from Snf5^Tt^-FZZ- and Saf5^Tt^-FZZ-expressing strains, respectively (Fig. 1a, left panel, lanes 2 and 4; b, lanes 3 and 4) compared to that of untagged strains (Fig. 1a, left panel, lanes 1 and 3; b, lanes 1 and 2). Indirect immunofluorescence on Snf5^Tt^-FZZ and Saf5^Tt^-FZZ in growing *T. thermophila* showed localization to the transcriptionally active MAC and not to the silent MIC (Fig. 1c), identical to what we observed previously for Brg1^Tt^ [15], consistent with the hypothesis that Snf5^Tt^ and Saf5^Tt^ are a member of a Brg1^Tt^-containing SWI/SNF^Tt^. A Brg1^Tt^-specific antibody [15] demonstrated co-purification of Brg1^Tt^ with Snf5^Tt^-FZZ and Saf5^Tt^-FZZ affinity purified from whole-cell extracts from Snf5^Tt^-FZZ expressing (Fig. 1a, lanes 3–6) and Saf5^Tt^-FZZ expressing (Fig. 1b) but not from untagged strains during vegetative growth.

**Fig. 1:**
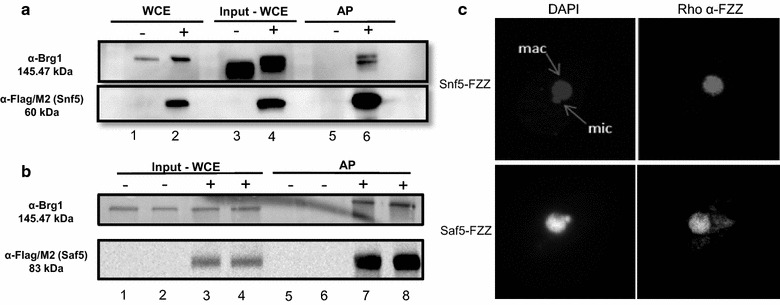
Identification and affinity purification (AP) of Snf5 and Saf5: α-FLAG/M2 recognizes the FLAG tag on FZZ in the whole-cell extract (WCE) and AP experiments. **a** Expression analysis/AP of Snf5-FZZ. Snf5 ~ 60 kDa (18 kDa FZZ + 42 kDa Snf5). Lanes 1, 3 and 5 are untagged (−), and lanes 2, 4 and 6 are tagged (+, SNF5-FZZ) *Tetrahymena* strains. Lanes 1 and 2 represent WCE prepared with TCA precipitation. Lanes 3–6 were extracted with a soluble-affinity buffer. Some protein degradation is apparent. Snf5 co-purifies with Brg1 (top panel, lane 6), **b** expression analysis/AP of Saf5-FZZ. Saf5 ~ 83 kDa (18 kDa FZZ + 65 kDa Saf5). Lanes 1, 2, 5 and 6 are untagged (−), and lanes 3, 4, 7, 8 and 9 (positive control) are tagged (+, SAF5-FZZ) *Tetrahymena* strains. Saf5 co-purifies with Brg1 (top panel, lanes 7 and 8); **c** Snf5 and Saf5 localize to the MAC during growth. Left panels show stained nuclei, macronucleus (MAC) and micronucleus (MIC), by DAPI. Right panels show localization of the FZZ during vegetative growth

We next performed a gel-free LC–MS/MS-based analysis for each of Snf5-FZZ and Saf5^Tt^-FZZ of the respective affinity purifications to define their sets of interacting proteins. To provide statistical rigor to our AP–MS analyses, all interaction data were filtered using Significance Analysis of INTeractome express (SAINTexpress) which uses semiquantitative spectral counts to assign a confidence value to individual protein–protein interactions [24]. Application of SAINTexpress to the AP–MS data for two biological replicates of Snf5^Tt^-FZZ and Saf5^Tt^-FZZ affinity purifications from vegetatively growing *T. thermophila* filtered against numerous control AP–MS experiments revealed sets of interaction partners that pass the cutoff confidence value and are listed in Table 1. Our previous analysis [15] of the sequenced *T. thermophila* MAC genome predicted the existence of three potential SWI/SNF proteins in addition to Brg1^Tt^ and Snf5^Tt^: Swi1^Tt^ (TTHERM_00243900), Swi3^Tt^ (TTHERM_00584840) and Snf12^Tt^ (TTHERM_00925560). The SAINTexpress analysis of the MS data for Snf5^Tt^-FZZ and Saf5^Tt^-FZZ (Table 1) revealed the identification of the respective baits and each other, in addition to Brg1^Tt^, consistent with Fig. 1a, b, Swi1^Tt^, Swi3^Tt^ and Snf12^Tt^ (Table 1). Saf5^Tt^ possesses two tandem plant homeodomains (PHD domain). One known function of PHD domains is to mediate specific interactions with methylated lysine on histone proteins to positively regulate transcription [25]. PHD domain-containing proteins are not known to be present in core yeast SWI/SNF but are observed in several animal SWI/SNF complexes [26]. The two PHD domains of Saf5^Tt^ are in the same position and are highly similar to those of zebrafish DPF3 and mammalian proteins mBAF45a and hBAF45a (see Additional file 2) both of which are members of a cell type-specific SWI/SNF complex [26, 27]. DPF3 is part of the BAF chromatin-remodeling complex in zebrafish, and it is involved in regulation of muscle development and recognizes histones carrying both specific histone acetylation and methylation marks [27]. Snf5^Tt^-FZZ additionally co-purified tetrin A (TTHERM_00006320), an insoluble cytoskeletal protein unique to ciliates [28]. We have previously noted a variable affinity of the M2 anti-FLAG antibody for this protein as was previously observed for other cytoskeletal proteins [29] and therefore decided not to follow-up on it here. Both Snf5^Tt^-FZZ and Saf5^Tt^-FZZ co-purified with 5 other proteins with no clear orthologs in other described SWI/SNF complexes. The first of these 5 proteins, Saf1 (SWI/SNF-associated factor 1, Table 1), is predicted to have a coiled coil and a transmembrane domain. Saf1 appears to have a homolog in *Paramecium tetraurelia* (XP_001441480.1) that also possesses the coiled coil domain but not a transmembrane domain. The next 3 proteins, Saf2^Tt^, Saf3^Tt^ and Saf4^Tt^, are *T. thermophila*-specific, meaning that they do not have identifiable known homologs in any other organism. However, all three possess clusters of glutamines in their primary sequence suggestive of a role in transcription [30]. The fifth protein SAINTexpress analysis revealed to co-purify with Snf5^Tt^-FZZ and Saf5^Tt^-FZZ is TTHERM_00729230 (Table 1), which possesses a canonical BRD. We named this protein Ibd1 (Interactive BromoDomain Protein 1). We suggest the 11 proteins Swi1^Tt^, Swi3^Tt^, Snf5^Tt^, Snf12^Tt^, Brg1^Tt^ and Ibd1 in addition to Saf1-5^Tt^ and together define the first known ciliate SWI/SNF complex.

**Table 1:** AP–MS data for Snf5-FZZ and Saf5-FZZ uncover predicted and novel members of a *Tetrahymena* SWI/SNF complex

TTHERM	Gene name	Spectral count sum Snf5 (BAIT)	Spectral count sum Saf5 (BAIT)	SWI/SNF yeast ortholog	SWI/SNF human ortholog	Notes
*TTHERM_00584840*	*SWI3*	308	835	Swi3	BAF170/SMARCC2	–
*TTHERM_01245640*	*BRG1*	264	384	Snf2	BRM/SMARCA2	SNF2 catalytic subunit
*TTHERM_00243900*	*SWI1*	140	171	Swi1	BAF250A/ARID1A	–
*TTHERM_00304150*	*SNF5*	133	72	Snf5	BAF47/SMARCB1	–
*TTHERM_00925560*	*SNF12*	94	137	Snf12	SMARCD2	–
TTHERM_00092790	*SAF*1	85	78	–	–	Transmembrane protein, putative
TTHERM_00346460	*SAF*2	136	97	–	–	Hypothetical protein—13% glutamine
TTHERM_00129650	*SAF*3	79	40	–	–	Hypothetical protein—26% glutamine
TTHERM_00637690	*SAF*4	32	84	–	–	Hypothetical protein—31% glutamine
TTHERM_00241840	*SAF*5	64	56	–	BAF45a	PHD finger-containing protein
TTHERM_00729230	*IBD*1	48	107	–	–	Bromodomain-containing protein
TTHERM_00006320	Tetrin A	33	–	–	–	–

Curated SAINTexpress data from 2 biological replicates of SNF5-FZZ and SAF5-FZZ AP–MS samples. Genes in italics were previously predicted to be SWI/SNF components [15]. Saf (SWI/SNF-associated factor), Ibd (Interactive Bromodomain Protein). The members of the SWI/SNF complex are the first 11 rows

### Ibd1- and BRD-containing proteins in *T. thermophila*

The BRD is highly conserved across eukaryotic species, present in functionally diverse proteins including histone acetyl transferases (HATs), ATP-dependent chromatin-remodeling complexes, helicases, methyl transferases and transcriptional regulators [31]. Dysfunctional BRD-containing proteins have previously been linked to the development of several human pathologies and are now actively pursued as therapeutic targets [32]. Our finding that a unique BRD-containing protein co-purifies with Snf5^Tt^-FZZ and Saf5^Tt^-FZZ prompted us to determine the full repertoire of BRD-containing proteins in *Tetrahymena.* Our query for BRDs in the *Tetrahymena* genome database, www.ciliate.org [33], identified 14 proteins (Fig. 2a). Consistent with human BRD-containing proteins [34], the *Tetrahymena* putative BRD-containing proteins appear functionally diverse and their BRDs can be found in combination with a variety of other domains (Fig. 2a). However, unlike humans and yeast, where multiple BRDs can be present within the same protein [34, 35], the *T. thermophila* BRDs are present as single copy. To classify the *T. thermophila* BRD-containing proteome, we carried out a phylogenetic analysis and categorized the set of proteins into three groups based on their BRD similarity (Fig. 2b). ‘Group I’ contains two proteins, Mll1 and BroP-3. The ‘Group II’ (Fig. 2b) can be further categorized into two subgroups such that ‘Group II-A’ contains only two proteins including Chd1^Tt^ and BroW1^Tt^, whereas ‘Group II-B’ has six proteins including Snf5^Tt^-interacting Ibd1 (or BroP5; see figure legend for nomenclature). Five out of the 6 proteins found in ‘Group II-B’ contain no recognizable domains other than BRDs (Fig. 2a, b). The similarities in the domain architecture and grouping pattern suggest that the ‘Group II-B’ proteins (which includes Ibd1) might be functionally more similar to each other than to those found within the other groups. Group III contains four proteins including Gcn5^Tt^ and three proteins that possess an ET (extra-terminal) domain in addition to a BRD. In many eukaryotes, including yeast and humans, bromodomain proteins containing two BRDs followed by an ET domain are referred to as the BET protein family [36]. BRDs generally function to recognize Kac motifs on histones or non-histone proteins to regulate various cellular processes including transcription [34]. The ET domains in contrast are thought to recruit effector proteins which in turn can regulate the transcriptional activity [37]. Structural conservation of a protein often yields insights into its functions. To gain insight into the function of Ibd1, we predicted the three-dimensional structure of its BRD and observed that it folds similarly to the known BRD structures. For example, the predicted structure can be superimposed to the C-terminal BRD of human SMARCA2 (Fig. 2c). This suggests that the Ibd1 protein may have a similar function in transcription to that of canonical SNF2 proteins in the yeast and animal SWI/SNF complex through recognition of a similar/same Kac substrate in histones.

**Fig. 2:**
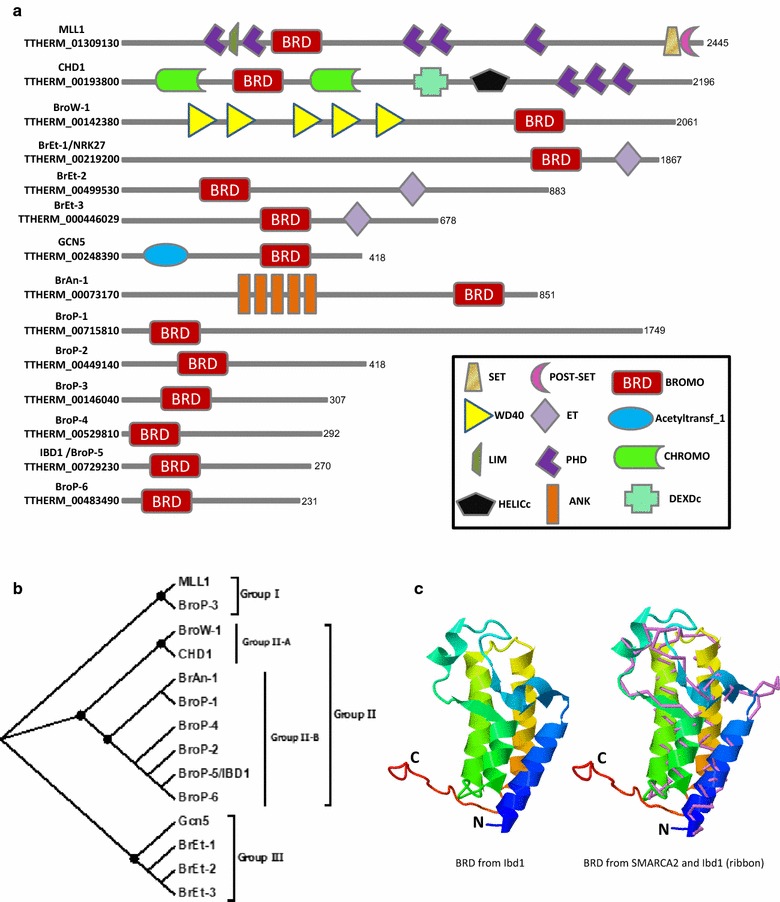
Analysis of *Tetrahymena* BRD-containing proteins**. a** Domain architecture of the identified BRD-containing proteins. Domains were predicted using the SMART web tool and Pfam domain analysis (see “Methods”), **b** phylogenetic analysis of *Tetrahymena* BRDs. The amino acid sequences of the predicted BRDs were aligned using MUSCLE. The phylogenetic analysis was carried out using the neighbor joining method with 1000 bootstrap replicas (confidence > 90% for all nodes), **c** predicted structure (left) of the Ibd1 BRD shown in ribbon diagram with rainbow color scheme. Blue represents the N-terminus, whereas red shows the C-terminus of the predicted structure. The superimposition (right) was carried out using the BRD of human SMARCA2 protein (PDB: 5DKC) which is shown in violet color backbone format. *Note* The identified *Tetrahymena* BRD-containing proteins were named based on the domain architecture if no clear human ortholog was available. BroW1, bromo-WD40 domain protein; BrEt, bromo-Et domain protein; BrAn, Bomo-Ank domain protein; Brop1–6, BRD-containing protein

### Ibd1 recognizes Kac and interacts with multiple chromatin-related proteins

Our finding of a distinct BRD-containing protein in SWI/SNF^Tt^ is consistent with the fact that a BRD in the catalytic subunit (Snf2/Brg1) has important functions in eukaryotic SWI/SNF complexes. We aligned the primary sequence of the BRD of Ibd1 to those of Gcn5^Tt^, yGcn5p, yBDF1, yBDF2 and ySWI2/SNF2 which are functional BRD-containing proteins (see Additional file 3). The alignment showed a number of conserved amino acids in the BRD including the highly conserved asparagine (N) that makes contact with Kac [34, 38], suggesting that Ibd1 as other BRD-containing proteins is likely to bind this mark. We expressed, purified and incubated recombinant 6xHIS-Ibd1 with a commercially available peptide array that includes a large number of possible histone post-translational modifications, including many histone acetylation sites. Recombinant 6xHIS-Ibd1 displayed strong specificity for acetylated H3K9 and H3K14, acetylated H2AK9 and H2AK13 and tri-acetylated H4K5, H4K8 and H4K12 (Table 2; see Additional file 4 for Raw Data), which are all acetylation patterns associated with the transcriptionally active MAC in *T. thermophila* [39, 40]. When incubated on the same peptide array, control recombinant histone methyltransferase 6xHIS-G9a recognized mono- and di-methylated H3K9 (Table 2; see Additional file 4 for Raw Data), as previously demonstrated [41].

**Table 2:** Histone peptide-array data reveal the top post-translational modification recognized by Ibd1

Histone	Modification 1	Modification 2	Modification 3	Modification 4	Intensity average 6xHIS-Ibd1 (4 repetitions)	Intensity average 6xHIS-G9a (2 repetitions)
H3	*K9ac*	*K14ac*			*0.95*	0.02
H2a	K5ac	*K9ac*	*K13ac*		*0.92*	0.01
H4	***R3me2s***	*K5ac*	*K8ac*	*K12ac*	*0.90*	0.00
H4	*K5ac*	*K8ac*	*K12ac*	K16ac	*0.89*	0.03
H3	K9me3	*K14ac*			*0.88*	0.01
H3	S10P	*K14ac*			*0.88*	0.04
H4	*K5ac*	*K8ac*	*K12ac*		*0.84*	0.01
H3	T11P	*K14ac*			*0.82*	0.01
H2a	S1P	K5ac	*K9ac*	*K13ac*	*0.82*	0.01
H2a	S1P	*K9ac*	*K13ac*		*0.81*	0.01
H3	R2me2s	K4me2	R8me2a	*K9me2*	0.19	*0.96*
H3	R2me2a	K4me1	R8me2a	*K9me2*	0.18	*0.94*
H3	R2me2a	K4me2	R8me2a	*K9me2*	0.18	*0.90*
H3	K4ac	R8me2s	*K9me1*		0.21	*0.84*
H3	R2me2a	K4me2	R8me2a	*K9me1*	0.19	*0.83*
H3	R2me2a	K4me3	R8me2a	*K9me2*	0.18	*0.80*
H3	R2me2a	K4ac	R8me2a	*K9me2*	0.28	*0.79*
H3	R2me2a	K4me3	R8me2a	*K9me1*	0.19	*0.79*
H3	R2me2s	K4ac	R8me2a	*K9me1*	0.16	*0.76*
H3	R2me2s	K4me2	R8me2s	*K9me1*	0.17	*0.76*

The histone peptide array contains human histone modifications that resemble *Tetrahymen*a’s histones. The intensity average columns show the top 10 histone modifications recognized by 6xHIS-Ibd1 and 6xHIS-G9a in italics. Bold italics means that the amino acid is not present in the *Tetrahymena*’s histone (see Additional file 4 for Raw Data)

We generated a stable line expressing Ibd1-FZZ from its MAC locus. The *IBD1*-*FZZ* tagging construct (see Additional file 2) was used to transform growing *T. thermophila* strains using biolistic transformation. After selection and phenotypic assortment, Western blotting demonstrated expression of Ibd1-FZZ in whole-cell extracts of transformed strains (Fig. 3a). Similar to Snf5^Tt^-FZZ, Ibd1-FZZ also co-purifies with Brg1^Tt^ as assessed by Western blotting of affinity-purified material (Fig. 3b). Gel-free LC–MS/MS-based analysis on affinity-purified proteins identified 28 high-confidence Ibd1-FZZ co-purifying proteins (Table 3). Comparison of the interaction partners recovered from the purification of Snf5^Tt^-FZZ, Saf5^Tt^-FZZ and Ibd1-FZZ-interacting proteins (Fig. 3c; Table 3), showed 11 common proteins that co-purify with Ibd1, Saf5^Tt^ and Snf5^Tt^ including Swi1^Tt^, Swi3^Tt^, Snf5^Tt^, Snf12^Tt^ and Brg1^Tt^, Ibd1 and Saf1-5^Tt^ that together we hypothesize from a putative *T. thermophila* SWI/SNF complex.

**Fig. 3:**
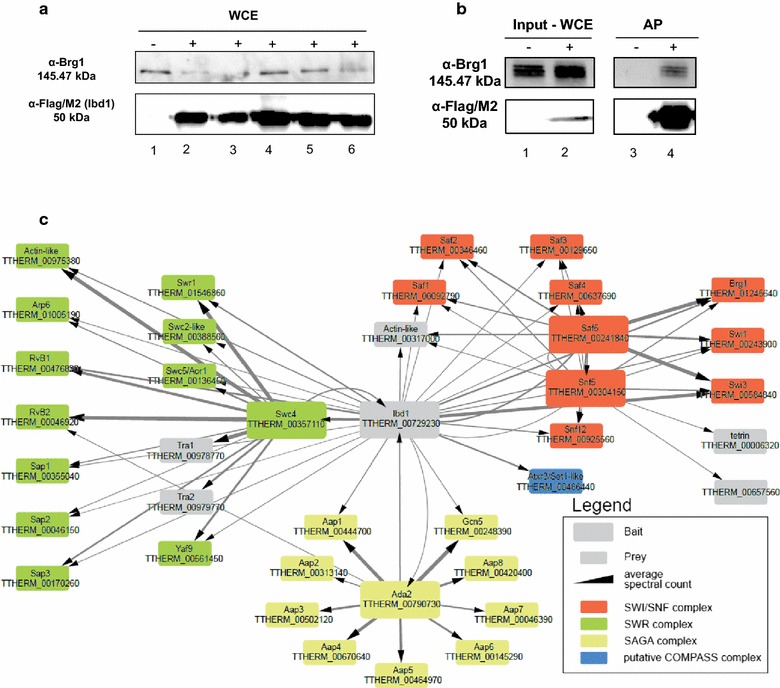
Identification and affinity purification (AP) of Ibd1. **a** Western blot to assess whether *Tetrahymena* transformant cells are expressing Ibd1-FZZ. Whole-cell extract (WCE) using TCA of Ibd1-FZZ cells during vegetative growth. Ibd1 ~ 50 kDa (18 kDa FZZ + 32 kDa Ibd1). Lane 1 is untagged (−), and lanes 2, 3, 4, 5 and 6 are tagged (+, Ibd1-FZZ) *Tetrahymena* strains, **b** expression analysis of Ibd1-FZZ during vegetative growth. WCE and AP experiment extracted with a soluble-affinity buffer for untagged (−, lanes 1 and 3) and tagged (+, lanes 2 and 4) Ibd1-FZZ *Tetrahymena* strains. The BDR-containing protein is recognized by α-FLAG/M2 and co-purifies with Brg1 (right top panel, lane 4), **c** network view of Ibd1 protein–protein interactions. The edge thickness represents the averaged spectral counts for the prey. Bait proteins are shown in larger nodes which are colored according to predicted complexes as indicated

**Table 3:** AP–MS data for Ibd1-FZZ, Ada2-FZZ and Swc4-FZZ purified from vegetative cells

TTHERM	Gene name	Spectral count sum Ibd1 (BAIT)	Spectral count sum Swc4 (BAIT)	Spectral count sum Ada2 (BAIT)	Possible complex	Notes
TTHERM_00729230	*IBD*1	827	99	58	All listed below	Bromodomain-containing protein
TTHERM_00486440	Atxr3/*SET1*-like	125	–	–	COMPASS	–
TTHERM_00584840	*SWI*3	411	–	–	SWI/SNF	–
TTHERM_01245640	*BRG*1	202	–	–	SWI/SNF	SNF2 catalytic subunit
TTHERM_00925560	*SNF*12	81	–	–	SWI/SNF	–
TTHERM_00243900	*SWI*1	92	–	–	SWI/SNF	–
TTHERM_00304150	*SNF*5	64	–	–	SWI/SNF	–
TTHERM_00092790	*SAF*1	47	–	–	SWI/SNF	Transmembrane protein, putative
TTHERM_00346460	*SAF*2	39	–	–	SWI/SNF	Hypothetical protein—13% glutamine
TTHERM_00637690	*SAF*4	36	–	–	SWI/SNF	Hypothetical protein—31% glutamine
TTHERM_00129650	*SAF*3	24	–	–	SWI/SNF	Hypothetical protein—26% glutamine
TTHERM_00241840	*SAF*5	29	–	–	SWI/SNF	PHD finger-containing protein
TTHERM_00317000	Actin-like	63	–	–	Undefined	–
TTHERM_00046920	*RVB*2	174	893	–	SWR	–
TTHERM_00476820	*RVB*1	121	333	–	SWR	–
TTHERM_01546860	*SWR*1	113	561	–	SWR	–
TTHERM_00975380	Actin-like	101	542	–	SWR	–
TTHERM_01005190	*ARP*6	18	82	–	SWR	–
TTHERM_00170260	Sap3	23	144	–	SWR	Hypothetical protein
TTHERM_00357110	*SWC*4	33	419	–	SWR	–
TTHERM_00136450	*SWC*5/*AOR*1	32	121	–	SWR	Bucentaur or craniofacial development-containing protein
TTHERM_00355040	Sap1	20	78	–	SWR	AT-hook-containing protein
TTHERM_00388500	*SWC*2-like	19	75	–	SWR	–
TTHERM_00561450	*YAF*9	15	200	–	SWR	–
TTHERM_00046150	Sap2	9	32	–	SWR	Hypothetical protein
TTHERM_00978770	*TRA*1	–	767	–	Undefined	–
TTHERM_00979770	*TRA*2	–	179	–	Undefined	–
TTHERM_00444700	Aap1	51	–	356	SAGA	PHD finger-containing protein
TTHERM_00248390	*GCN*5	32	–	605	SAGA	–
TTHERM_00790730	*ADA*2	28	–	429	SAGA	–
TTHERM_00145290	Aap6	–	–	152	SAGA	–
TTHERM_00313140	Aap2	–	–	69	SAGA	PHD finger-containing protein
TTHERM_00670640	Aap4	–	–	314	SAGA	PHD finger-containing protein
TTHERM_00502120	Aap3	–	–	184	SAGA	PHD finger-containing protein
TTHERM_00420400	Aap8	–	–	194	SAGA	–
TTHERM_00046390	Aap7	–	–	93	SAGA	–
TTHERM_00464970	Aap5	–	–	247	SAGA	–

Curated SAINTexpress data from 2 biological replicates of Ibd1-FZZ, Ada2-FZZ and Swc4-FZZ AP–MS samples

The other 17 high-confidence Ibd1-interacting proteins (Fig. 3c; Table 3) could be divided into three groups, based on similarity to predicted *S. cerevisiae* orthologs: 1 the SAGA^Tt^ histone acetyl transferase co-activator complex containing Gcn5^Tt^, Ada2^Tt^ and a PhD-containing protein, designated Aap1^Tt^ (Ada2-associated protein 1), 2 the SWR^Tt^ ATP-dependent chromatin-remodeling complex that in yeast and human cells deposits histone variant Htz1/H2A.Z onto chromatin (Swr1^Tt^, Yaf9^Tt^, Rvb1^Tt^, RvB2^Tt^, Swc2^Tt^ and Swc4^Tt^), Swc5^Tt^ (C-terminal BCNT domain), two actin-like and three predicted Swc4-associated proteins (Sap1-3)^Tt^, one of which possess an AT-hook (Sap1^Tt^), the other two (Sap2^Tt^ and Sap3) contain no recognizable domains, and 3 a putative H3K4 methyl transferase (Atrx3/Set1-like). Sap3^Tt^ shares similarity only on a small portion of the protein with hypothetical proteins in *P. tetraurelia* and *Pseudocohnilembus persalinus.* Sap4^Tt^ shares similarity throughout the entire protein with a hypothetical protein in *P. persalinus.* The Ibd1 protein therefore appears to be a component of several chromatin-remodeling complexes (SWI/SNF^Tt^, SAGA^Tt^, SWR^Tt^) and one containing an Atrx3/Set1-like HMT.

To further delineate the Ibd1 protein interaction network, we generated separate stable lines expressing Ada2^Tt^-FZZ and Swc4^Tt^-FZZ from their respective MAC loci following an identical strategy as outlined above. SAINTexpress analysis of AP–MS data from growing cells showed that Ada2^Tt^ co-purifies with Ibd1 in addition to the Ibd1-interacting Aap1^Tt^ and Gcn5^Tt^. Additionally, Ada2^Tt^ co-purified with three PHD domain-containing proteins (Aap2^Tt^, Aap3^Tt^ and Aap4^Tt^; Fig. 3c; Table 3) and four *T. thermophila*-specific hypothetical proteins (Aap5^Tt^, Aap6^Tt^, Aap7^Tt^ and Aap8^Tt^; Fig. 3c; Table 3) that we did not find to co-purify with Ibd1-FZZ. We suggest that the Ada2-interacting proteins together represent a *Tetrahymena* SAGA^Tt^ complex (Fig. 3c; Table 3).

SAINTexpress analysis of Swc4^Tt^-FZZ AP–MS revealed it to co-purify a subset of Ibd1-interacting proteins that were predicted to be SWR^Tt^ complex proteins (Fig. 3c; Table 3). Swc4^Tt^-FZZ further interacts with *T. thermophila* orthologs of the Tra1 and Tra2 PI3 kinases (Fig. 3c; Table 3), neither of which co-purified with Ibd1. In yeast, Swc4 co-purifies with Tra1 via the NuA4 histone acetyltransferase complex of which Swc4 is a component, in addition to SWR-C. We did not observe Swc4^Tt^-FZZ to co-purify with any protein that would indicate it to be a member of a *T. thermophila* NuA4 complex. The set of proteins that we hypothesize to constitute SWR^Tt^ are listed in Table 3. Although the *T. thermophila* genome encodes a predicted ortholog of Swc6/Vps71 (TTHERM_01298590), we did not find it to co-purify with Swc4^Tt^ or Ibd1 in growing cells.

### Ibd1 function during conjugation

To gain further insight into Ibd1 function, we assessed its expression through growth and sexual development. We performed Western blotting of whole-cell extracts made at different times during the *T. thermophila* life cycle, probing for Ibd1-FZZ (Fig. 4a, lower panel). We have previously demonstrated Brg1^Tt^ to have relatively constant levels of expression throughout growth and development [15]. We therefore used anti-Brg1^Tt^ as a loading control (Fig. 4a, top panel) and anti-Pdd1 [42] as a development-specific control (Fig. 4a, middle panel) for these experiments. Similar to Brg1^Tt^, Ibd1 is expressed throughout the *T. thermophila* life cycle. Indirect immunofluorescence of Ibd1-FZZ performed on growing and conjugating cells (Fig. 4b) demonstrated localization exclusively to the MAC during growth and conjugation, specifically to the parental MAC through early nuclear development including meiosis (Fig. 4b: 0–6 h) before switching to the anlagen midway through sexual development (Fig. 4b: 8 h). This is similar to what was shown previously for Brg1^Tt^ [15]. In particular, as for Brg1^Tt^, localization of Ibd1-FZZ in the parental macronucleus is lost at the onset of macronuclear development, a stage where the two anterior nuclei (the anlagen) have become visibly larger than the posterior nuclei (Fig. 4b Ibd1-FZZ cells, compare 8 and 6 h post-mixing). The cellular localization of Ibd1 is therefore correlated with transcriptionally active MAC during growth and nuclear development.

**Fig. 4:**
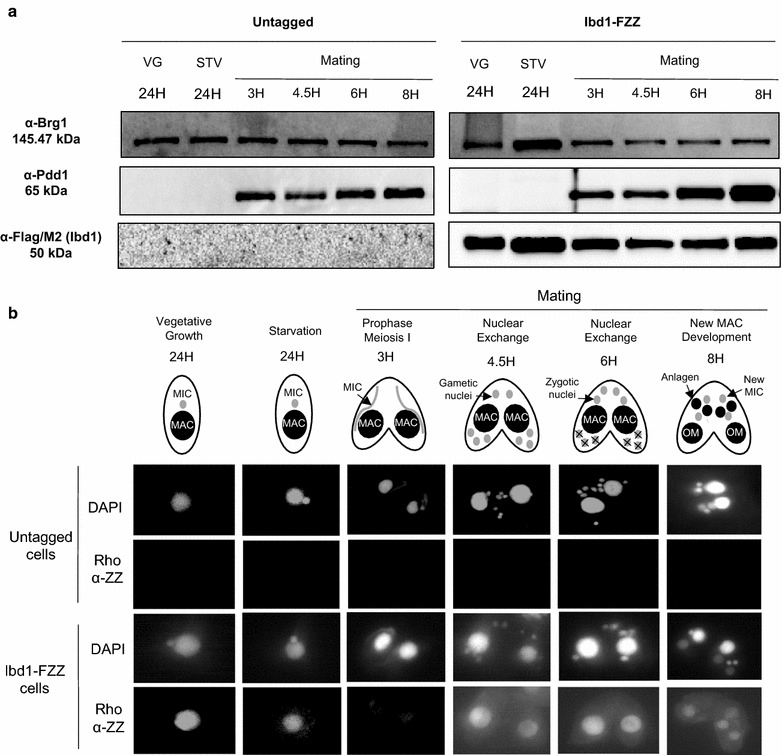
Ibd1 expression pattern. Ibd1-FZZ (B2086) and untagged cells after 24 h of vegetative growth (VG) and starvation (STV) and after 3, 4, 5, 6 and 8 h post-mixing (mating of Ibd1-FZZ B2086 and CU428). **a** Expression analysis of Ibd1-FZZ during *T. thermophila*’s life cycle. Whole-cell extraction followed by TCA precipitation of untagged and tagged (Ibd1-FZZ) *Tetrahymena* strains. Ibd1 expresses throughout the *T. thermophila* life cycle (bottom panel). Brg1 is a loading control for expression throughout the *T. thermophila* life cycle (top panel). Pdd1 is an exclusively developmental protein and is used as a control during conjugation (middle panel); **b** Ibd1 localizes to the MAC during growth and sexual development including meiosis. The upper row of each panel shows a cartoon of *T. thermophila* depicting macronucleus (MAC), micronucleus (MIC), gametic nuclei, zygotic nuclei, new MIC, anlagen (new MAC) and old mac (OM) at different stages. Untagged cells are in the second and third panels and tagged (Ibd1-FZZ) are in the 2 lower panels. DAPI localizes to nuclei and Rho α-ZZ to the tagged protein

To determine whether Ibd1’s protein interaction network changes during sexual development, we performed AP–MS using whole-cell extracts prepared from conjugating cells harvested 5 h post-mixing, a time period following meiosis that is marked by a series of rapid post-zygotic nuclear divisions and where Ibd1-FZZ is found exclusively in the parental MAC (Fig. 4b). SAINT-curated AP–MS data are shown in Additional file 5. Direct comparison of the Ibd1 AP–MS results from vegetative and conjugating cells revealed that members of the SWI/SNF^Tt^ and the Atrx3^Tt^/Set1^Tt^ HMT complexes were associated with Ibd1-FZZ to a lower degree in conjugation than during vegetative growth, while members of the putative SWR^Tt^ and SAGA^Tt^ remained relatively unaffected (Fig. 5a). The recovery as defined by spectral counts of SWI/SNF^Tt^ members (Fig. 3c; Tables 1, 3) appeared relatively low at this stage when compared to members of SWR^Tt^ and SAGA^Tt^. To validate this finding, we used M2 agarose to affinity purify Ibd1-FZZ from untagged and Ibd1-FZZ-expressing cells and blotted with anti-Brg1 antibody following SDS-PAGE (Fig. 5b). In these conjugating cells, Ibd1-FZZ did not co-purify with Brg1^Tt^ (Fig. 5b), consistent with the substantially lower amounts of the protein detected by mass spectrometry. These data suggest a profound modulation of the Ibd1 interactome favoring its association with SWR^Tt^ and SAGA^Tt^ over SWI/SNF^Tt^ complex early in conjugation (5 h post-mixing).

**Fig. 5:**
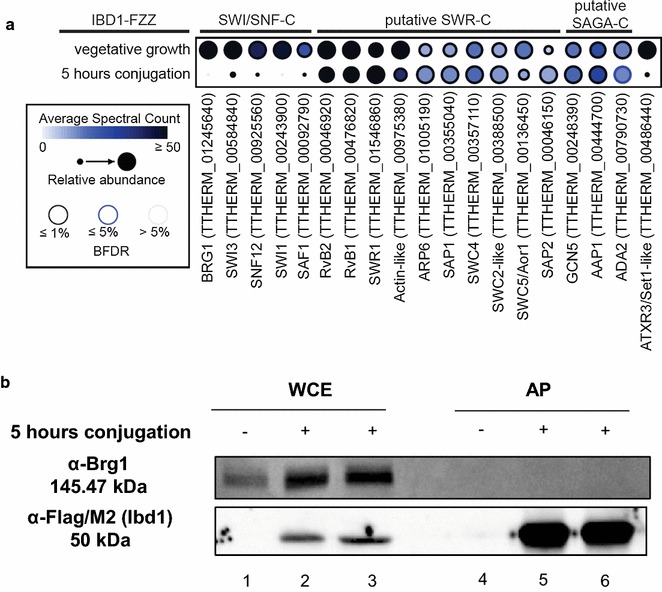
**a** Modulation of Ibd1 interactome during conjugation. Dot plot overview of the interaction partners identified with Ibd1-FZZ during vegetative growth and 5 h after initiation of conjugation. Inner circle color represents the average spectral count, the circle size maps to the relative prey abundance across all samples shown, and the circle outer edge represents the SAINT FDR, **b** expression analysis of IBD1-FZZ 5 h into conjugation. Whole-cell extract (WCE) and affinity purification (AP) of untagged (−, lanes 1 and 4) and tagged (+, Ibd1-FZZ, lanes 2, 3, 5 and 6) strains. In the AP samples taken during conjugation Brg1 (top panel, lanes 5 and 6) and Pdd1p cannot be detected (data not shown). Ibd1 is recognized by α-FLAG/M2 (lower panel, lanes 5 and 6)

### Ibd1 localizes to transcriptionally active chromatin

As noted above, Ibd1 co-purifies with multiple protein complexes involved in gene expression regulation and in vitro recognizes histone marks associated with an active chromatin state. These observations suggest an intimate role of Ibd1 in transcription regulation. To examine this possibility in more detail, we employed chromatin immunoprecipitation followed by next-generation sequencing (ChIP-Seq). Specifically, we asked whether Ibd1 localizes to specific regions of the genome that correlate with transcriptionally active chromatin.

Data for two biological replicates that include DNA from input chromatin as well as Ibd1-FZZ precipitate from two independent experiments were analyzed. 

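Ibd1-FZZ chromatin from vegetative cells grown at 30 °C was crosslinked for 30 min, and DNA from the INPUT and from the anti-FLAG immunoprecipitate (IP) was sequenced in each of 2 biological replicates, giving 4 samples. The authors aligned the reads to the macronuclear genome with BWA and called peaks with MACS2 (version 2.1.1.20160309) in its mode for broad regions. Each IP was set against its own INPUT, so that there is one peak list per replicate and the replicates were not pooled. At most 1 tag was kept per position and strand. For replicate 1, 2464825 of 25456048 aligned IP tags were kept (90.3% were redundant), against 11172222 of 16654761 INPUT tags (32.9% redundant). For replicate 2, 1684553 of 12152097 IP tags (86.1% redundant) and 9514518 of 14615227 INPUT tags (34.9% redundant) were kept. The q-value limits were 0.05 for narrow and 0.1 for broad enrichment. The lists hold 8667 peaks on 436 scaffolds for replicate 1, with a median length of 245 bp, and 5424 peaks on 393 scaffolds for replicate 2, with a median length of 351 bp. The fold enrichment, pileup and −log10 q-value of a peak are the authors' values, averaged by MACS2 over the whole peak, and were used to describe, rank or filter peaks. The median fold enrichment was 3.58 in replicate 1 and 3.24 in replicate 2. The lists give no summits, so the middle of each peak was used where a single position was needed. A region was counted as having a peak when at least 1 bp of it was covered. When only peaks with a −log10 q-value of at least 10 were taken, 4601 peaks were left in replicate 1 and 2245 in replicate 2.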

Our ChIP-Seq (GEO accession GSE103318) data set utilizing the available genome annotations [33] was composed of all annotated genic or open reading frames (ORF) and intergenic regions. The two generated lists displayed greater than or equal to twofold enrichment of Ibd1 and were ranked in descending order (see Additional files 6, 7, All_ > 2X_Fold_Enrichment tab). 

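The peak lists were set against the ORFs and intergenic regions that the paper lists at 2-fold enrichment or more with strong peaks. The ORF table used here holds 1606 of the 1607 listed ORFs, and 836 of the 837 with strong peaks, so the overlap with it is given as counts without a test. A peak lay on all 836 of these ORFs in replicate 1 and on 833 of them in replicate 2. The ORFs with a peak in replicate 1 only were TTHERM_00837800, TTHERM_000836782 and TTHERM_00188750, which were looked up after the count was known. When ORFs with weak peaks were added, 1389 of 1606 had a peak in both replicates. Of the 396 intergenic regions, 391 had a peak in replicate 1 and 386 in both replicates. The regions were chosen in the paper for enrichment in the same libraries, so these numbers are not tested against chance. With the requirement that at least 50% of the region be covered, 102 intergenic regions had a peak in both replicates.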

From these lists we observed that Ibd1 strongly occupies to 837 ORF and 396 intergenic regions with an enrichment (IP/INPUT) greater than or equal to twofold (Fig. 6a; see Additional files 6, 7, > 2X_Enriched_with_Strong_Peaks tab). We initially focused our attention to the identified 837 ORFs and assessed the transcriptional state of these genes. We utilized previously published RNA-Seq data that have been used to rank genes based on their expression level during vegetative growth (GEO accession GSM692081 [43]). Based on these data we found that 9 and 29% of genes in *Tetrahymena* are highly and moderately expressed, respectively (Fig. 6b, left panel; see Additional file 6, RNA-Seq tab). On the other hand, we found that 54% (457 ORF) and 16% (134 ORF) of genes occupied by Ibd1 are highly and moderately expressed, respectively (Fig. 6b, right panel, c; see Additional file 6, localization tab). These observations are consistent with our histone peptide-array data and further strengthen the idea that Ibd1 primarily occupies active chromatin regions. Interestingly, Ibd1 showed binding to 114 ORF with low expression to no-expression during vegetative growth (Fig. 6c; see Additional file 6, localization tab). The overall trend of the Ibd1 binding pattern to highly expressed genes that are highly occupied is particularly evident for genes that have enrichment greater than or equal to fourfold (298 genes in total) (Fig. 6c). 

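The table of ORFs at 4-fold or more used here holds 297 of the 298 ORFs, and it sorts them by RNA-Seq reads into highly expressed ORFs (more than 1000 reads), moderately expressed ORFs (100 to 1000 reads), ORFs with low expression to no-expression, and ORFs without RNA-Seq data. These classes held 184, 29, 27 and 57 ORFs, respectively, and every one of them had a MACS2 peak in both replicates. The median of the highest peak fold on highly expressed ORFs was 5.38 in replicate 1 and 4.67 in replicate 2. Moderately expressed ORFs had medians of 5.21 and 4.32, and those with low expression to no-expression had medians of 5.63 and 5.51. ORFs without RNA-Seq data had medians of 5.67 and 5.35. The paper's own fold enrichment had medians of 5.08, 4.69, 4.57 and 4.85 in these classes, in the order given above. All these ORFs were chosen for 4-fold enrichment or more in the same libraries. A peak on each is therefore in part built in, and the medians do not test a relation to expression. With the requirement that the middle of a peak lie inside the ORF, 171 highly expressed ORFs and 17 ORFs with low expression to no-expression had a peak in both replicates.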

To examine whether these 298 genes are enriched for any particular functional categories, we grouped them using STRING [44] based on their predicted Gene Ontology (GO) terms [45]. 

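No Gene Ontology terms were assigned here, and ORFs at 4-fold enrichment or more were grouped by the gene name or product that the paper's table gives. Among them, 46 ORFs encode ribosomal proteins and 11 encode histones, and each of these had a peak in both replicates. The highest peak fold on ribosomal protein ORFs had a median of 5.91 (range 4.80 to 8.09) in replicate 1 and 5.36 (range 4.14 to 7.14) in replicate 2. The 240 other ORFs had medians of 5.28 and 4.55 in the same lists. The table places 45 of the ribosomal protein ORFs and 10 of the histone ORFs among the highly expressed genes. A comparison with all annotated genes was not made, because gene coordinates outside the paper's own tables were not used here.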

We identified 122 genes that are significantly enriched with a particular term related to housekeeping functions, such as biological process, cellular process, translation, metabolic processes and gene expression (Fig. 6d, see Additional file 6, 4X + _GO_Biological_Expression tab). These housekeeping genes are generally highly expressed consistent with our findings that Ibd1 primarily occupies transcriptionally active chromatin. To compare these data with the overall distribution of all *Tetrahymena*’s annotated genes the same approach was used (Fig. 6e; see Additional file 6, AllTtGenes_GO_Biological_Proces tab). Figure 6d, e suggests that Ibd1 mainly controls housekeeping genes in vegetative cells.

**Fig. 6:**
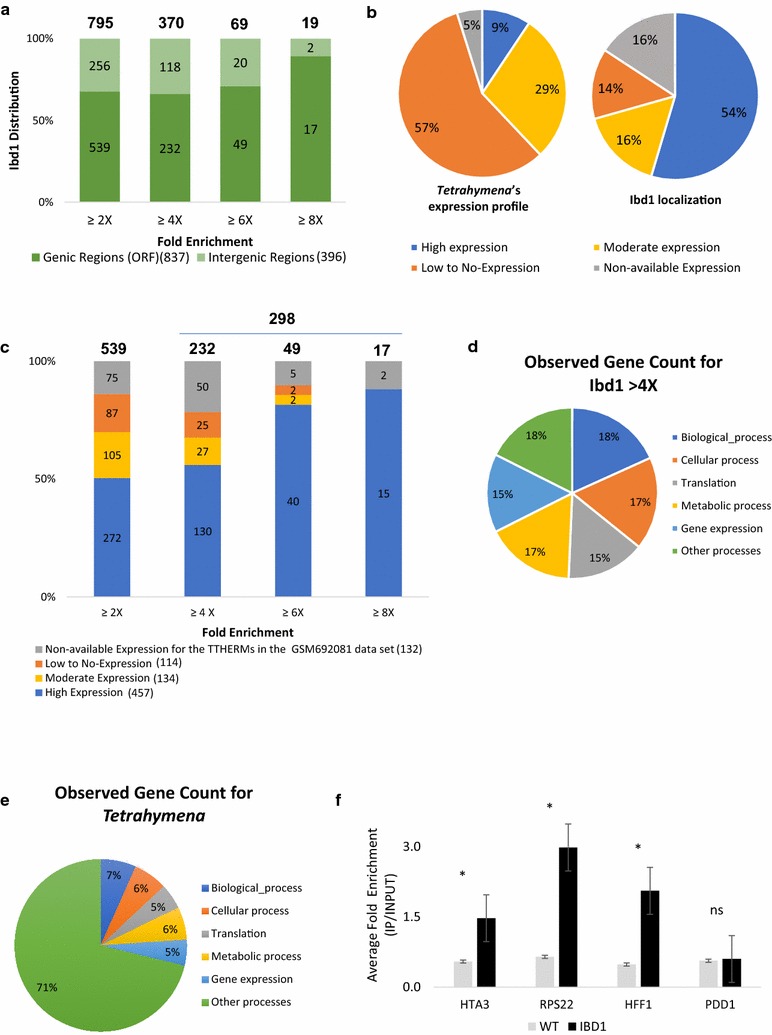
Ibd1 is localized to actively transcribed genes. **a** Ibd1 occupancy. Ibd1 shows occupancy for 837 ORF and 396 intergenic regions. When Ibd1 was enriched (IP/INPUT) 2–3 (≥ 2), 4–5 (≥ 4), 6–8 (≥ 6) and more than 8 (≥ 8) times it was found in 795, 370, 69 and 19 sites, respectively, **b** *Tetrahymena*’s expression distribution and Ibd1 localization. Left panel. 9% of *Tetrahymena*’s genes are highly expressed. Right panel. 457 ORF (54%) that are occupied by Ibd1 are highly expressed. Ibd1 also localizes to 132 (14%) coding regions that do not present available data for the RNA-Seq data (GEO accession GSM692081 [43]); **c** Ibd1 prefers highly expressed genes. High amounts of Ibd1 occupancy are related to highly expressed genes. The trend shows that the higher the Ibd1 fold enrichment (IP/INPUT) is the higher the occupancy of highly expressed genes. This is evident when Ibd1 is enriched more than 4 times; **d** Ibd1 frequently localizes to housekeeping genes. The GO terms of the observed genes with a significant enrichment (≥ 4) are genes responsible for cell maintenance, **e** *Tetrahymena*’s GO terms. Distribution of *T. thermophila* genes based on GO biological functions, **f** ChIP-qPCR validation. Anti-FLAG ChIP was performed in the 3 replicas of untagged and 4 replicas of Ibd1-FZZ during vegetative growth. ChIP DNA was amplified using primers to amplify *HTA*3, *RPS*22, *HFF*1 and *PDD*1 by real-time PCR using SYBR green. The significant *p* values from the *t* test are represented by a * (*p* value < 0.05). These significant *p* values are 0.043 for HTA3, 0.041 for RPS22 and 0.015 for HFF1; this confirmed enrichment of Ibd1 in these genes. Our negative control, Pdd1, shows no significant *p* value (ns) meaning no enrichment at this gene. The error bars represent the standard error of the mean for each sample (see Additional file 8 for Raw Data)

To validate our ChIP-Seq analysis of Ibd1-enriched chromatin, we designed primers for the three genes that showed the highest Ibd1-FZZ fold enrichment (see Additional file 6, > 2X_Enriched_with_Strong_Peaks tab) as well as a fourth, *PDD1,* which is exclusively developmentally expressed [46] and did not show enrichment for Ibd1-FZZ during growth (see GEO accession GSE103318) (Table 4). 

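At the 3 genes with the highest fold enrichment in the paper, MACS2 called a peak in both replicates. The HTA3 ORF lies on scaffold scf_8254747 from 372219 to 372806. It was covered by a peak from 371324 to 372851 in replicate 1, with a mean pileup of 141.84 and a fold enrichment of 5.46, and by a peak from 371319 to 372843 in replicate 2, with a pileup of 123.91 and a fold enrichment of 5.51. The RPS22 ORF lies on scf_8254686 from 546179 to 546571. Its peaks ran from 546140 to 546621 (fold enrichment 6.99) and from 546127 to 546606 (fold enrichment 5.96). The HHF1 ORF lies on scf_8253815 from 487792 to 488103, and its peaks ran from 487722 to 488171 (fold enrichment 6.31) and from 487728 to 488174 (fold enrichment 5.71). In replicate 1, 220 ORFs with strong peaks had a peak with a higher fold enrichment than that on HTA3, and in replicate 2, 102 had one. The peak lists were not searched at PDD1.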

Our ChIP-qPCR analysis of the four genes confirmed specific enrichment of Ibd1-FZZ in *HTA3*, *RPS22* and *HFF1* but not *PDD1* relative to chromatin made from untagged cells (Fig. 6f; see Additional file 8 for Raw data). We conclude that Ibd1 occupies transcriptionally active chromatin and might have a role in regulating the expression of a subset of genes involved in basal cellular housekeeping functions.

**Table 4:** Top Ibd1 ChIP-Seq hits during vegetative growth

TTHERM	Description	Fold enrichment	Highly expressed
TTHERM_00143660	Hta3_histone_H2A	12.75	Yes
TTHERM_00454080	Rps22_predicted_protein	9.50	Yes
TTHERM_00498190	Hhf1_predicted_protein	9.38	Yes
TTHERM_00125280	Pdd1_chromodomain_protein	1.00	No

The 3-top highly expressed genes and an exclusive developmental gene are shown

### Localization of Ibd1 in *Tetrahymena*’s genome

We next examined our ChIP-Seq data for both ORFs and intergenic regions that showed greater than or equal to fourfold enrichment to determine how Ibd1 is situated in the genome relative to ORF and intergenic regions.

Using this fold-enrichment cutoff, we obtained 298 genic and 140 intergenic regions.

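All ORFs at 4-fold or more in the table used here had a MACS2 peak in both replicates, as did 137 of the 140 intergenic regions. By the paper's bins, the regions with a peak in both replicates were 231 of 231 ORFs and 115 of 118 intergenic regions at 4- to 6-fold, 49 of 49 ORFs and 20 of 20 intergenic regions at 6- to 8-fold, and 17 of 17 ORFs and 2 of 2 intergenic regions at 8-fold or more. At 2- to 4-fold, 536 of 539 ORFs and 249 of 256 intergenic regions had such peaks. When the middle of a peak had to lie inside the region, the number with a peak in both replicates was 256 for ORFs at 4-fold or more and 70 for intergenic regions at 4-fold or more. When ORFs were taken only if the paper's fold enrichment was at least 4 in both replicates, 83 ORFs were left, and all of them had a peak in both lists.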

We first investigated the genic regions to assess the Ibd1 peak distribution. 

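For the ORFs at 4-fold enrichment or more, the share of each ORF covered by MACS2 peaks was compared with that of the 500 bp on either side. Peaks covered on average 77.4% ± 0.203 of an ORF (SD, n = 2 replicates) and 15.4% ± 2.05 of its flanks. These ORFs were selected for IP/INPUT over the ORF itself in the same libraries and the flanks were not, so the difference follows in part from the selection and is not given as a test. The peak that covered most of the ORF reached past at least one of its ends in 242 ORFs in replicate 1 and in 232 in replicate 2. Peak ends depend on how MACS2 joins neighbouring enriched stretches into a broad region. At HTA3 the ORF made up 38.5% of the replicate 1 peak, which began 895 bp before the lower coordinate of the ORF and ended 45 bp past the upper one.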

Figure 7a shows a representative example of Ibd1 ORF-specific localization where peaks are primarily enriched within the gene body (see Additional file 6, 4X_ + _Ibd1_Occupancy tab for the full list). Next, to classify 140 intergenic regions, we manually inspected the ChIP-Seq peaks using the genome browser [47] and categorized them into five groups based on their localization (Fig. 7b–f; see Additional file 7, Intergenic_Groups tab). The promoter group showed intergenic localization that was proximal to the 5′ region of 91 single predicted genes (e.g., Fig. 7b). 

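The intergenic region of this example lies on scf_8254650 from 1227049 to 1230315. A single peak crossed the boundary with the neighbouring ORF TTHERM_00081110 in each replicate, from 1225863 to 1227838 in replicate 1 (fold enrichment 4.75) and from 1225888 to 1227831 in replicate 2 (fold enrichment 5.23). It covered 24.2% of the intergenic region in replicate 1, and 40.0% of the peak lay in that region, with the remainder in the ORF.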

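At the locus of Fig. 7c, on scf_8254379, the intergenic region runs from 757244 to 757696 and the neighbouring ORF TTHERM_000302101 ends at 757243. The peak that touched the region ran from 756961 to 757510 in replicate 1 (fold enrichment 5.14) and from 756961 to 757511 in replicate 2 (fold enrichment 4.57), and 48.5% of the replicate 1 peak was intergenic.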

The Ibd1 terminator group showed intergenic localization proximal to the 3′ region of 33 single predicted genes (e.g., Fig. 7c). 

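At the locus of Fig. 7d, on scf_8254378, the intergenic region is 47 bp long, from 206203 to 206249. It lay inside a peak of 1027 bp in replicate 1 (fold enrichment 3.78) and of 1016 bp in replicate 2 (fold enrichment 3.19). The same peaks covered the whole adjoining ORF TTHERM_00616270, from 206250 to 207125.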

The third intergenic group showed Ibd1 localization to 2 regions where there is an overlap between the promoter of one predicted gene and the terminator of another (e.g., Fig. 7d). 

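At the locus of Fig. 7e, on scf_8254545, both peaks lay entirely within the intergenic region from 926523 to 927169. They ran from 926695 to 926924 in replicate 1 (fold enrichment 7.38) and from 926685 to 926926 in replicate 2 (fold enrichment 6.597).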

The fourth group showed localization of Ibd1 to 13 single 5′ promoter regions potentially controlling expression of two predicted genes (Fig. 7e). 

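At the locus of Fig. 7f, on scf_8254497, the intergenic region runs from 26302 to 27226. A peak of 228 bp in replicate 1 (26808 to 27035, fold enrichment 6.69) and one of 241 bp in replicate 2 (26804 to 27044, fold enrichment 6.25) lay within it.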

The fifth group showed localization of Ibd1 to 11 single terminator 3′ regions of two distinct predicted genes (Fig. 7f). We found that among the 298 ORF showing ≥ 4X Ibd1 enrichment, 37 also additionally showed enrichment through the promoter (Fig. 7g; Additional file 7, Combining_Intergenic_and_ORF tab for list) and 19 at the terminator region (Fig. 7h; Additional file 7, Combining_Intergenic_and_ORF tab). Collectively these data suggest that Ibd1 appears to bind near the promoters and within gene bodies, consistent with a role in transcription regulation through its potential role in organizing multiple protein complexes.

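Among the ORFs at 4-fold or more in the table used here, 50 adjoined an intergenic region at 4-fold or more, in 56 pairs of ORF and region. A single MACS2 peak covered part of both in 49 of these ORFs, in replicate 1 and replicate 2 alike, without regard to strand. At the locus of Fig. 7g, on scf_8254187, a peak from 171788 to 173425 in replicate 1 (fold enrichment 4.50) and from 172903 to 173413 in replicate 2 (fold enrichment 5.62) covered the ORF TTHERM_000696939 and reached 196 bp and 184 bp into the intergenic region, respectively. At the locus of Fig. 7h, on scf_8254605, the peaks ran from 146511 to 147077 (fold enrichment 5.33) and from 146518 to 147083 (fold enrichment 4.13), over the whole ORF TTHERM_00621080 and 311 bp or 317 bp of the intergenic region.

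**Figure D1:**
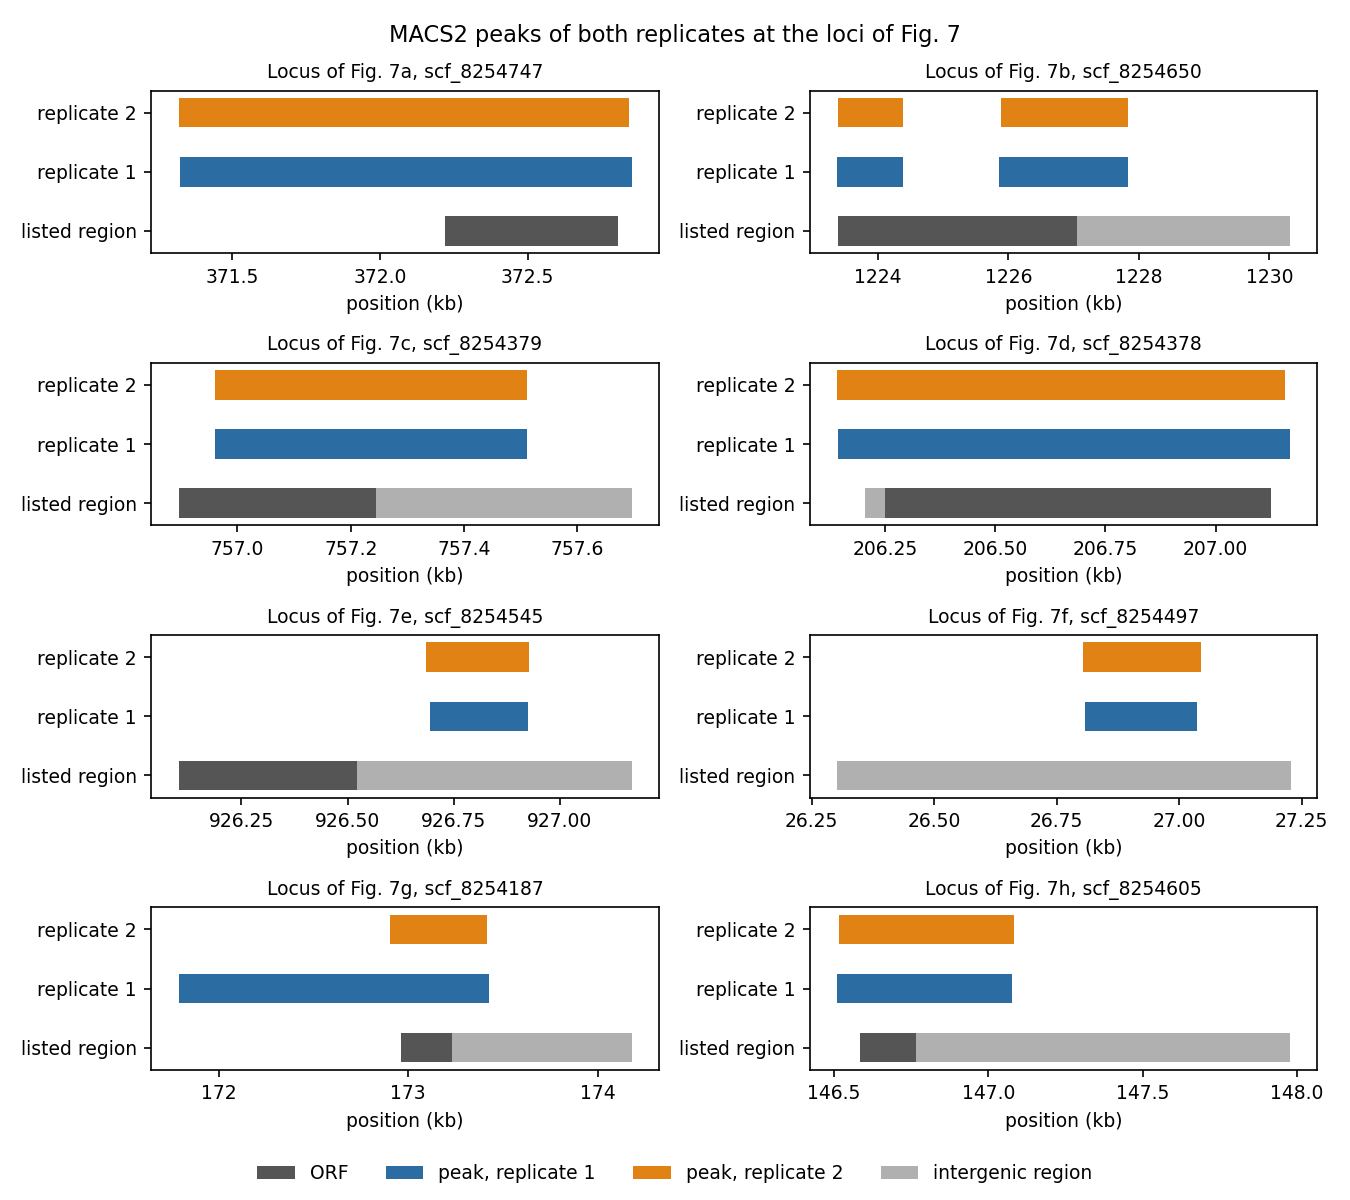
MACS2 peaks of replicate 1 and replicate 2 at the 8 loci shown in Fig. 7, with the listed ORF and intergenic region below them, against the position on the scaffold in kb. At the loci of Fig. 7e and Fig. 7f the peaks lie within the intergenic region, and at those of Fig. 7b, c, d, g and h a peak crosses the boundary between ORF and intergenic region in both replicates.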

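Across the genome, 931 of the replicate 1 peaks that touched a replicate 2 peak lay on an ORF with a strong peak in the paper's table, and 387 lay on one of its intergenic regions with strong peaks. The remaining 3918 (76.8% of those touching a replicate 2 peak) lay on neither. At a −log10 q-value of at least 10 in both lists, 1224 (54.5%) lay on neither. Part of these peaks lay on regions that the paper lists at 2-fold or more with weak peaks. With all listed ORFs and the 1996 of 2640 listed intergenic regions used here counted, 3026 (59.3%) of the peaks touching a replicate 2 peak lay outside. The paper draws on the localization of Ibd1 to ORFs and to the intergenic regions on either side of them. It proposes that Ibd1 appears to bind near promoters and within gene bodies. It reads this as fitting a role in regulating transcription, by way of a potential part of Ibd1 in organizing several protein complexes.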

**Fig. 7:**
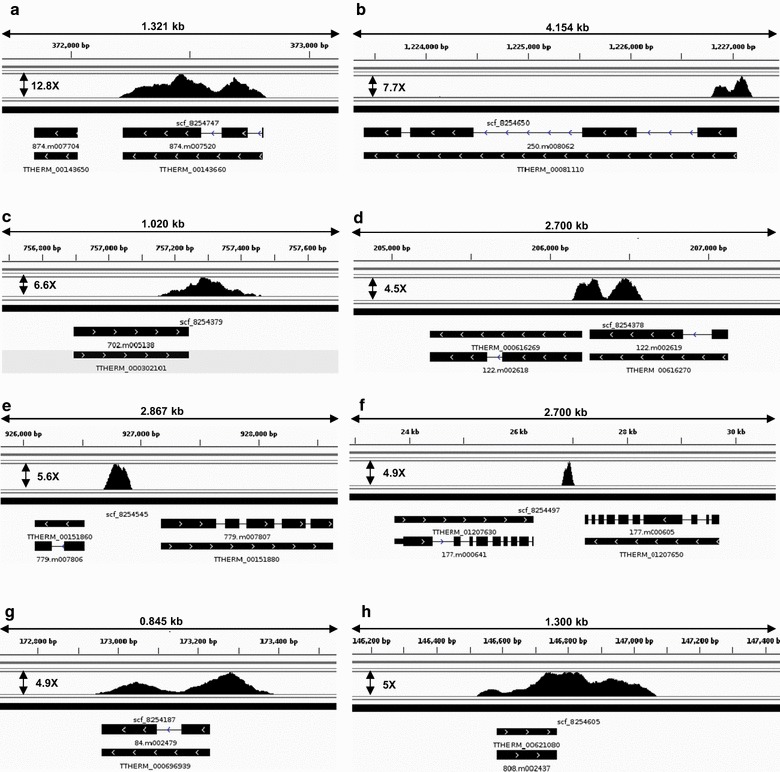
Ibd1 is localized in promoters, ORF and terminators. In regions with more than or equal to fourfold enrichment (IP/NPUT), Ibd1 localizes to 8 specific type regions, including: **a** 483 ORF, **b** 91 promoters, **c** 33 terminators, **d** localization in 2 regions where there is overlap between the promoter of one predicted gene and the terminator of another, **e** 13 regions showed localization to a single 5′ promoter region potentially controlling expression of two predicted genes, **f** localization to 11 single terminator 3′ regions of two distinct predicted genes. Combining these data for genes that present enrichment in the ORF and intergenic region, we found that there is mutual enrichment in **g** 37 regions that occupy from the promoter to the ORF, and **h** 19 regions that present enrichment from the ORF to the terminator region (see Additional files 6, 7 for Raw Data). The fold enrichments are presented besides each peak

## Discussion

### Ibd1 is a BRD-containing protein that interacts with multiple chromatin-remodeling complexes in *T. thermophila*

In our previous molecular characterization of Brg1^Tt^ [15], we reported that it lacked a C-terminal BRD which differs from the case in yeast (Snf2/Sth1) and mammalian cells (Brg1/Brahma). We report here that a distinct, BRD-containing protein, Ibd1, is a member of the *Tetrahymena* SWI/SNF complex. Recombinant Ibd1 recognized several Kac histone PTMs that are correlated with transcription. Ibd1 however established a large interaction network beyond the SWI/SNF^Tt^ complex including putative SAGA^Tt^ and SWR^Tt^ complexes as well a Atrx3/Set1-like HMT that is predicted to be H3K4 specific, a modification linked to transcription. As is standard practice, we used a promiscuous DNAse and RNAse (benzonase nuclease) in the preparation of whole-cell extracts used for AP–MS (as detailed in “Methods”). Very little, if any, nucleic acid remains in our extract submitted to AP–MS. Also, although Ibd1 AP–MS yielded several putative protein complexes, reciprocal purification of individual complex components co-purified Ibd1 but not the other complexes consistent with binding of other proteins to Ibd1 being specific and independent of DNA. This being said, we cannot exclude that nucleic acids already bound by proteins are protected from nuclease cleavage and may contribute to the observed binding events.

### Characterization of a *Tetrahymena* SWI/SNF complex

The *Tetrahymena* SWI/SNF^Tt^ complex, as defined by the set of proteins that co-purify with Ibd1^Tt^, Snf5^Tt^ and Saf5^Tt^, includes orthologs of canonical SWI/SNF proteins Swi1, Swi3, Snf5, Snf12 and Snf2/Brg1, the PHD domain-containing Saf5, as well as several ciliate and species-specific novel proteins. Of note, three of the novel proteins that co-purify with *Tetrahymena* SWI/SNF (Saf2^Tt^, Saf3^Tt^ and Saf4^Tt^) do not possess conserved domains outside of glutamine-rich regions. Yeast and mammalian Swi1^Tt^ possess an AT-rich interactive (ARID) and also a Q-rich domain [48]. Swi1^Tt^ possesses an ARID but not a Q-rich domain. We suggest that in SWI/SNF^Tt^, the Q-rich proteins Saf2^Tt^, Saf3^Tt^ and Saf4^Tt^ act in conjunction with Swi1^Tt^. The Q-rich domain in animal Sp1 functions as an activation domain for transcription factors through recruitment of general transcription factor(s) [49]. We suggest that the function of Saf2–4^Tt^ is to function in co-activation by recruiting general transcription factors and/or RNA polymerase to promoter regions of highly expressed genes in growing *Tetrahymena*.

The finding that Ibd1 is a member of SWI/SNF^Tt^ is informative in that its BRD interacts with Kac of histone proteins, similar to that observed for Snf2/Sth1 in yeast [50] and Brahma/Brg1 in humans [51]. In addition to the BRD-containing Ibd1, *Tetrahymena* SWI/SNF also contains a PHD domain-containing protein, Saf5^Tt^. One function attributed to PHD domains is recognizing methylated lysines in proteins such as histones. For example the PHD domain of human ING2 recognizes H3K4me3 [25]. Thus, the SWI/SNF^Tt^ contains two proteins that potentially recognize PTM on histones, Saf5^Tt^ that likely recognizes methyl lysine (and possibly acetyl-lysine [27]) and Ibd1 that recognizes Kac. The *Tetrahymena* transcriptionally active MAC contains hyper-acetylated histone H3 that is also di- or tri-methylated on H3K4 [40]. We suggest that a subset of these modified H3-containing nucleosomes can be recognized by SWI/SNF which would then remodel them to facilitate transcription. Additional SWI/SNF co-activator function could be derived from recruitment of general TFs and/or RNA polymerase II by the Saf2-4 proteins with Q-rich regions. Ibd1 may not interact with SWI/SNF in development in the same manner as it does during vegetative growth. We suggest that the function of SWI/SNF during nuclear development occurs independent of histone acetylation.

### *Tetrahymena* Ibd1-containing SWR, SAGA and HMT complexes

In addition to being a member of SWI/SNF^Tt^, Ibd1 is also a distinct component of the SWR and SAGA complexes as well as interacting with an uncharacterized H3K4-specific histone methyl transferase that is similar to human Atrx3 and yeast Set1. The function of the SWR complex in fission [52] and budding [6] yeasts is the deposition of the histone H2A variant Pht1/Htz1 (H2A.Z in humans and Hv1 in *Tetrahymena*). Deposition of Htz1 in budding yeast is linked to NuA4-dependent histone acetylation via the BRD-containing Bdf1 subunit of SWR [53]. In yeast, Bdf1 is also a component of TFIID linking histone acetylation to pre-initiation complex assembly [54]. In *Tetrahymena*, Ibd1 did not co-purify with any proteins similar to components of the general transcription apparatus. Like Ibd1, Hv1 is localized to transcriptionally active MAC in growing cells [55]. Unlike Ibd1, Hv1 localizes also to the crescent MIC corresponding to meiotic prophase [56], a time period in *Tetrahymena* where large genome-wide transcription of the MIC by RNAPII occurs (reviewed in [57]).

In budding yeast, SWR is functionally linked to the NuA4 histone acetyl transferase complex via shared subunits Swc4 and Yaf9. In *Tetrahymena,* Swc4^Tt^ did not co-purify with a histone acetyl transferase subunit and may not be a member of a NuA4-type complex. In fact, a strict NuA4-type complex in *Tetrahymena* is unlikely to exist, despite the presence of 3 genes encoding MYST family histone acetyl transferases. A previous study did identify a H2A/H4 nucleosomal HAT similar to the activity of NuA4 but also showed by glycerol gradient analysis that the activity purifies at ~ 80 kDa [58]. Consistent with this observation, the MAC does not appear to encode a gene that is a clear ortholog of the conserved NuA4 subunit such as Epl1/EPC so it is unclear whether there exists a ‘piccolo’ NuA4 [59]. Swc4^Tt^ did co-purify with orthologs of Tra1^Tt^ and Tra2^Tt^ kinases that did not purify with Ibd1 (Table 3; Fig. 3c). In *S. cerevisiae* Tra1 co-purifies with NuA4 [60] and SAGA [61] that contribute to their co-activator function [62]. It will be interesting to determine whether SAGA^Tt^ fulfills the function of SAGA and NuA4 in budding yeast or whether there exists a divergent version of NuA4 in *Tetrahymena*.

Ibd1 co-purifies with Gcn5^tt^ and Ada2^Tt^ in addition to the PHD domain-containing A2A1^Tt^. Ada2^Tt^ co-purifies with these proteins in addition to seven others including three additional PHD domain-containing proteins A2A2-4^Tt^. Thus, Ada2^Tt^ co-purifies with four distinct PHD domain-containing proteins. Further work will be necessary to determine whether the set of Ada2-interacting proteins represent a single assemblage or whether Ibd1, Ada2 and Gcn5 represent a ‘core’ to the *Tetrahymena* SAGA complex that can have different specificity depending on which PHD protein it is interacting with at a particular time.

### Model for Ibd1 function

We hypothesize that Ibd1 has a common function that it performs in diverse chromatin-remodeling complexes. Consistent with a function in promoting transcription, Ibd1-FZZ specifically localized to the coding regions of multiple highly transcribed genes during vegetative growth. A model for Ibd1 function is that it recognizes one or more specific histone Kac marks that are associated with transcription and recruits multiple chromatin-related complexes to the region to either further acetylate nearby chromatin (SAGA^Tt^), to remodel nucleosomes (SWI/SNF^Tt^), to deposit Hv1 (SWR^Tt^), and to di- or tri-methylate histone H3K4 (Atrx3/Set1-like histone methyl transferase). SWI/SNF, SAGA and SWR, and H3K4 methylation are all linked to transcription in other experimental systems. We predict that Ibd1 is particularly important to maintain high rates of transcription on highly expressed genes such as those encoding the core histones or ribosomal proteins. 

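Besides HHF1, the paper's table of ORFs at 4-fold or more names HHF2, HHT2, HHT3, HTA1, HTA2, HTB1, HTB2 and HHO1 among the histone genes. On scf_8254638, HHF2 and HHT2 lay under the same peak, from 326076 to 327236 in replicate 1 (fold enrichment 5.39) and from 326072 to 327233 in replicate 2 (fold enrichment 5.79). HHT3, on scf_8254803 from 1759230 to 1759640, had peaks with a fold enrichment of 5.14 in replicate 1 and 4.14 in replicate 2. The median over the histone ORFs was 5.27 in replicate 1 and 5.01 in replicate 2. The middle of a peak lay inside the ORF in both replicates for 7 of the 11. HHT1 was not analysed here.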

Our ChIP-Seq analysis of Ibd1 supports this hypothesis with strong occupancy of the coding regions of genes encoding core histones HHT1 and HHF1. ChIP-Seq of Ibd1-containing complex-specific members (i.e., Snf5^Tt^, Swr1^Tt^, Ada2^Tt^) will be required to test the validity of this hypothesis. As well as being found in coding regions, Ibd1 also localizes to the regulatory region of several genes. Further work will be necessary to determine whether Ibd1 is necessary for the recruitment of SWI/SNF^Tt^, SAGA^Tt^, SWR^Tt^ and the HMT to ORFs and the regulatory regions identified in our ChIP-Seq analysis. It will also be interesting to determine whether the regulatory regions enriched in Ibd1 contain conserved DNA sequences that may indicate whether specific DNA-binding transcription factors recruit Ibd1-containing protein complexes to regulatory regions.

### BRD proteins in *Tetrahymena*

We have identified and performed a phylogenetic analysis on 14 BRD-containing proteins in *Tetrahymena*. Ibd1 is a member of a grouping that includes six proteins, five of which are like Ibd1 in possessing a single BRD and no other recognizable domains. Four of these 5 are similar in length to Ibd1 suggesting relatively recent evolutionary divergence of the four. BRD inhibitors are currently of a significant clinical interest in the development of drugs to treat parasitic infections as a number of apicomplexan protozoan parasites possess lineage-specific BRD proteins that appear to be important for various stages of their life cycle [63]. Because the ciliates and apicomplexans are closely related in evolution, we suggest *Tetrahymena* may provide a tractable model for molecular analysis of some of these BRD proteins.

## Conclusions

In multi-cellular eukaryotes, the precise function of how chromatin-remodeling complexes work is poorly understood. Alteration or loss of factors involved in these complexes through mutation has been shown to be associated with cancer. We utilized the protist model, the Aleveloate *Tetrahymena thermophila* which segregates transcriptionally active, and silent chromatin into two distinct nuclei, the macronucleus (MAC) and micronucleus (MIC), respectively, contained in the same cell. Through the discovery of a bromodomain-containing protein, Ibd1, we advanced the knowledge of chromatin-remodeling complexes in protists by defining for the first time the protein complements of SWI/SNF, SWR and SAGA complexes. In addition, we present a model where a single protein, Ibd1, coordinates the action of multiple chromatin-remodeling complexes to achieve high levels of transcription. Our research will contribute to our current understanding of transcription in ciliates, and more broadly the function and diversity of chromatin-remodeling complexes in eukaryotes.

## Methods

### Protein sequence alignments

Multiple sequence alignments of Snf5, Saf5 and Ibd1 amino acid sequence from various model organisms were performed using Clustal Omega (http://www.ebi.ac.uk/Tools/msa/clustalo/) and then shaded by importing the ALN file into the Boxshade server (http://www.ch.embnet.org/software/BOX_form.html). SMART [64] was used to find the beginning and end of the domains.

### Cell strains

*Tetrahymena thermophila* strains CU428 [Mpr/Mpr (VII, mp-s)] and B2086 [Mpr +/Mpr + (II, mp-s)] of inbreeding line B were obtained from the *Tetrahymena* Stock Center, Cornell University, Ithaca, NY (http://tetrahymena.vet.cornell.edu/). Cells were cultured axenically in 1 × SPP at 30 °C as previously described [65].

### Oligonucleotides

See Additional file 9 for a list of the oligonucleotides used during this study.

### DNA manipulations

Whole-cell DNA was isolated from *T. thermophila* strains as described [66]. Molecular biology techniques were carried out using standard protocols or by following a supplier’s instructions.

### Affinity purification, sample preparation and mass spectrometric analysis

AP–MS analysis was performed as per [21] with minor modifications, see Additional file 10.

### Macronuclear gene replacement

Epitope-tagging vectors for Snf5, Saf5, Ibd1, Swc4 and Ada2 were constructed as previously described [21].

### ChIP

ChIP was performed as described [67] with modifications described in Additional file 10.

### NGS

Sequencing and analysis of DNA co-purifying with ChIP of Ibd1-FZZ is described in Additional file 10.

### ChIP-qPCR

Four ChIP biological repetitions for the Ibd1-FZZ and three ChIP repetitions for the untagged cell lines were quantified (NanoDrop, Thermo Scientific) and diluted to reach the smallest DNA concentration found in a sample (1–3.1 ng/µL of DNA). Master mixes with a final volume of 20 µL were prepared (SYBR Green Supermix, Cat. #1708880, Bio-Rad) to amplify: the top 3 genes that presented the highest fold enrichment from Ibd1-FZZ ChIP-Seq and are highly expressed and a gene that is not expressing during vegetative growth (*PDD1*) (primers, see Additional file 9) using qPCR (CFX 96-well Real-Time System, Bio-Rad) with the following parameters: initial denaturation at 98 °C for 3 min; 40 cycles of amplification at 95 °C for 15 s and 60 °C for 60 s followed by acquisition in the SYBR/FAM channel; and melting curve from 65 to 95 °C increasing 0.5 °C/cycle and acquisition every 0.5 s in the SYBR/FAM channel. Each targeted gene was considered as an individual experiment each with its own standard curve. The standard curve for each target has 3 points representing 100, 10 and 1% of the corresponding input sample. The largest point of the curve was undiluted input sample and was followed by serial dilutions (see Additional file 8). Raw Cq values for input DNA and IP DNA were analyzed using the Bio-Rad Prime PCR program, which normalizes these data to the generated standard curve that we represented as % with respect to the INPUT. Ultimately, these normalized ChIP data are expressed as fold enrichment, by dividing normalized IP over normalized Input. The standard error of the mean (SEM) was calculated for each duplicate (see Additional file 8).

Additional experimental procedures can be accessed in Additional file 10.

## Additional files

**Additional file 1.** Snf5_Alignments_Cloning.

**Additional file 2.** Saf5_Alignments_Cloning.

**Additional file 3.** Ibd1_Alignments_Cloning.

**Additional file 4.** Peptide_array.

**Additional file 5.** Ibd1_MS_5hConj.

**Additional file 6.** ChIP_seq_ORF.

**Additional file 7.** ChIP_seq_Intergenic.

**Additional file 8.** ChIP_qPCR.

**Additional file 9.** Primers.

**Additional file 10.** Additional_Methods.

# Supplementary material for: The bromodomain-containing protein Ibd1 links multiple chromatin-related protein complexes to highly expressed genes in Tetrahymena thermophila
**Source:** Epigenetics Chromatin. 2018 Mar 9;11:10. doi: 10.1186/s13072-018-0180-6
**Supplement:** Supplementary file 1 — Additional file 1. Snf5_Alignments_Cloning.

## Slide 1
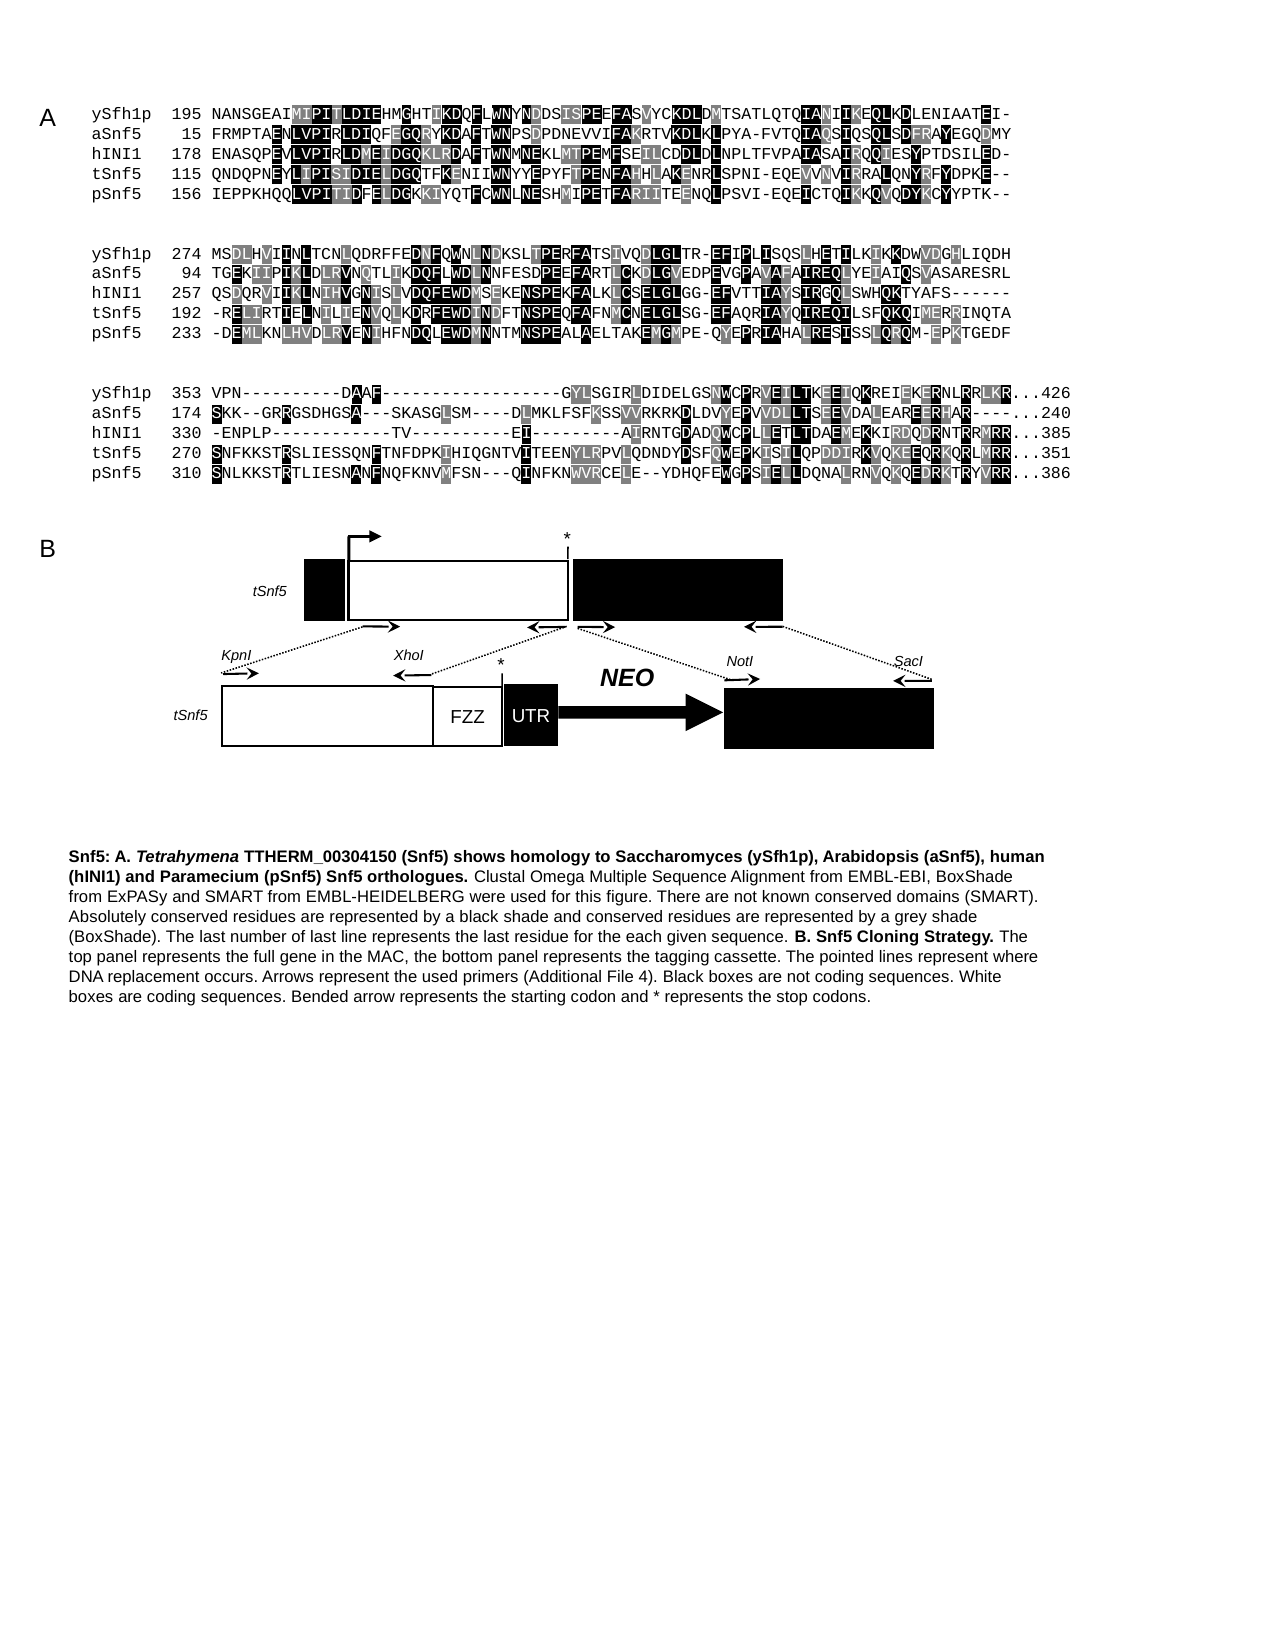

A
ySfh1p 195 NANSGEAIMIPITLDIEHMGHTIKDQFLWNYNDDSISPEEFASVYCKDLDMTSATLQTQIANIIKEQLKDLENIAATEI-aSnf5 15 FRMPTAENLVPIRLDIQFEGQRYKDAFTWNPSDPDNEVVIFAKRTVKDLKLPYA-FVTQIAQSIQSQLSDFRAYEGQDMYhINI1 178 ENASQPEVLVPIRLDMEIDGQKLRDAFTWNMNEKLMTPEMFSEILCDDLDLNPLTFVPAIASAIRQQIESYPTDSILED-tSnf5 115 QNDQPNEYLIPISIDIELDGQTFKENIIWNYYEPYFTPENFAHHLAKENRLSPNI-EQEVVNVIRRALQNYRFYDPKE--pSnf5 156 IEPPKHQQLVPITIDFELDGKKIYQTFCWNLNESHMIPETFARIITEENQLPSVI-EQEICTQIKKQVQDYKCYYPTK--ySfh1p 274 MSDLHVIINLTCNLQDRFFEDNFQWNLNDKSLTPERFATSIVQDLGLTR-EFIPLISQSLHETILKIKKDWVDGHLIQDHaSnf5 94 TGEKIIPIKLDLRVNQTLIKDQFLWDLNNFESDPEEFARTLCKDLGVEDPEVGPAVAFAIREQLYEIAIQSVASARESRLhINI1 257 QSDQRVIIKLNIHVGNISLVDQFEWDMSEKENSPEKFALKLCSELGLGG-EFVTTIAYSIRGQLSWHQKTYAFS------tSnf5 192 -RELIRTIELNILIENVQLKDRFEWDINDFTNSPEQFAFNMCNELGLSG-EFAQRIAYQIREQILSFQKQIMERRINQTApSnf5 233 -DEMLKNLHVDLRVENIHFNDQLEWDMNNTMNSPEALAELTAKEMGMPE-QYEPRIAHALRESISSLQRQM-EPKTGEDFySfh1p 353 VPN----------DAAF------------------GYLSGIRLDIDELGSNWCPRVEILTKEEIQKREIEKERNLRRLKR...426aSnf5 174 SKK--GRRGSDHGSA---SKASGLSM----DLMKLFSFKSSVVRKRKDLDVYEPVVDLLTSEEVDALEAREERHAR----...240hINI1 330 -ENPLP------------TV----------EI---------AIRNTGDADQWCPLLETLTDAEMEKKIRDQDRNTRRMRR...385tSnf5 270 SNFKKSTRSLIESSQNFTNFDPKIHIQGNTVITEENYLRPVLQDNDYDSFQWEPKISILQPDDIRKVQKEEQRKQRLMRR...351pSnf5 310 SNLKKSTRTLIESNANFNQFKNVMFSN---QINFKNWVRCELE--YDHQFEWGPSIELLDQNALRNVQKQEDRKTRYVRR...386
*
B
tSnf5
XhoI
KpnI
NotI
SacI
*
NEO
UTR
FZZ
tSnf5
Snf5: A. Tetrahymena TTHERM_00304150 (Snf5) shows homology to Saccharomyces (ySfh1p), Arabidopsis (aSnf5), human (hINI1) and Paramecium (pSnf5) Snf5 orthologues. Clustal Omega Multiple Sequence Alignment from EMBL-EBI, BoxShade from ExPASy and SMART from EMBL-HEIDELBERG were used for this figure. There are not known conserved domains (SMART). Absolutely conserved residues are represented by a black shade and conserved residues are represented by a grey shade (BoxShade). The last number of last line represents the last residue for the each given sequence. B. Snf5 Cloning Strategy. The top panel represents the full gene in the MAC, the bottom panel represents the tagging cassette. The pointed lines represent where DNA replacement occurs. Arrows represent the used primers (Additional File 4). Black boxes are not coding sequences. White boxes are coding sequences. Bended arrow represents the starting codon and * represents the stop codons.

# Supplementary material for: The bromodomain-containing protein Ibd1 links multiple chromatin-related protein complexes to highly expressed genes in Tetrahymena thermophila
**Source:** Epigenetics Chromatin. 2018 Mar 9;11:10. doi: 10.1186/s13072-018-0180-6
**Supplement:** Supplementary file 2 — Additional file 2. Saf5_Alignments_Cloning.

## Slide 1
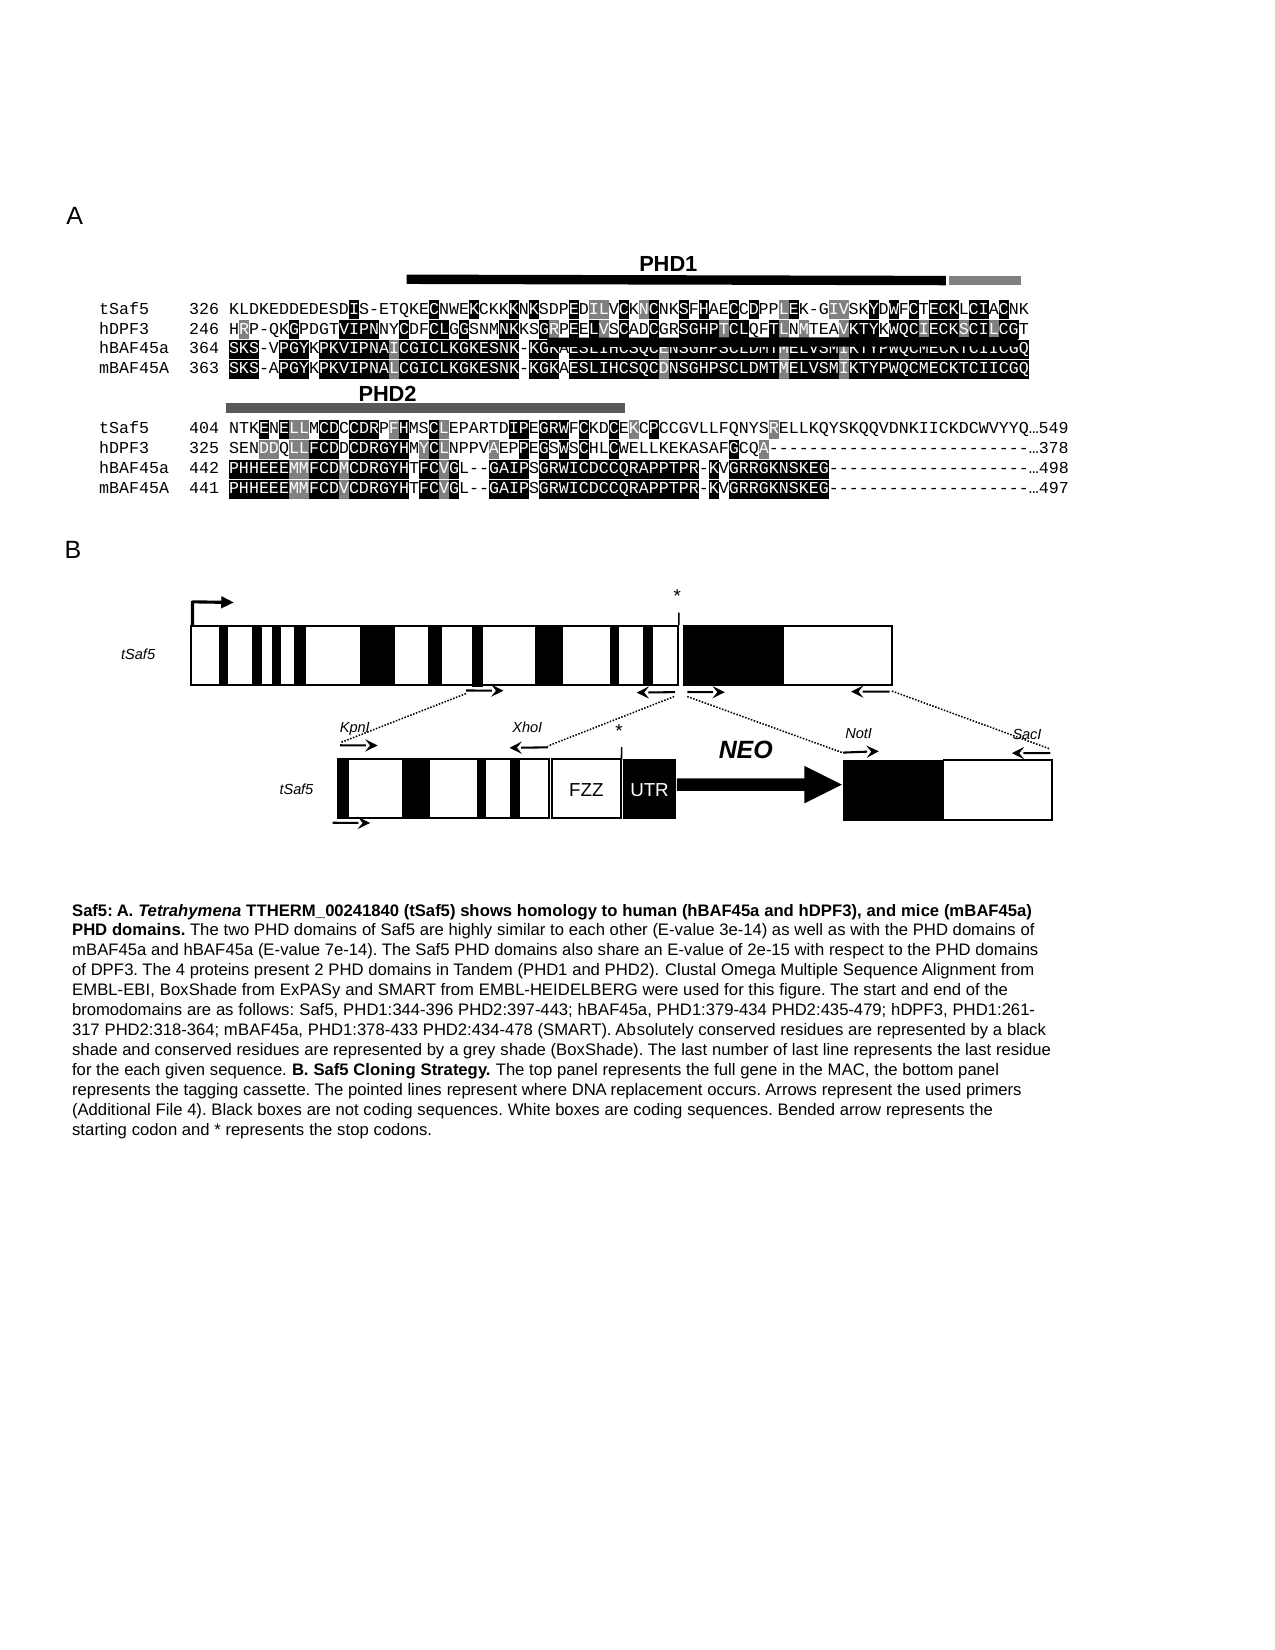

A
PHD1
tSaf5 326 KLDKEDDEDESDIS-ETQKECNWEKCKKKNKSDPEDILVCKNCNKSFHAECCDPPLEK-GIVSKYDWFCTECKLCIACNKhDPF3 246 HRP-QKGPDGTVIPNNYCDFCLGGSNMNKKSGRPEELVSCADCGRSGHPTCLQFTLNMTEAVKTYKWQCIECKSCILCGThBAF45a 364 SKS-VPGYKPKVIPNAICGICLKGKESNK-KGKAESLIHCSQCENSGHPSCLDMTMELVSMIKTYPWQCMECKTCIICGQmBAF45A 363 SKS-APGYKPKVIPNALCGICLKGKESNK-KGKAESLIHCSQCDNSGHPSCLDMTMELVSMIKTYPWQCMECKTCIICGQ
tSaf5 404 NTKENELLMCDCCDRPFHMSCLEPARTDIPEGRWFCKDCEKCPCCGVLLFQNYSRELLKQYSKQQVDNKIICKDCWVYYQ…549hDPF3 325 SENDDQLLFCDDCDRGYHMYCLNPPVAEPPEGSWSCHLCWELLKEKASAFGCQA--------------------------…378hBAF45a 442 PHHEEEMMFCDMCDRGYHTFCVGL--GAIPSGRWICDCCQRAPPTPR-KVGRRGKNSKEG--------------------…498mBAF45A 441 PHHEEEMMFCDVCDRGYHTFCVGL--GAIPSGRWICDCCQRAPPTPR-KVGRRGKNSKEG--------------------…497
PHD2
B
*
tSaf5
XhoI
KpnI
*
NotI
SacI
NEO
FZZ
UTR
tSaf5
Saf5: A. Tetrahymena TTHERM_00241840 (tSaf5) shows homology to human (hBAF45a and hDPF3), and mice (mBAF45a) PHD domains. The two PHD domains of Saf5 are highly similar to each other (E-value 3e-14) as well as with the PHD domains of mBAF45a and hBAF45a (E-value 7e-14). The Saf5 PHD domains also share an E-value of 2e-15 with respect to the PHD domains of DPF3. The 4 proteins present 2 PHD domains in Tandem (PHD1 and PHD2). Clustal Omega Multiple Sequence Alignment from EMBL-EBI, BoxShade from ExPASy and SMART from EMBL-HEIDELBERG were used for this figure. The start and end of the bromodomains are as follows: Saf5, PHD1:344-396 PHD2:397-443; hBAF45a, PHD1:379-434 PHD2:435-479; hDPF3, PHD1:261-317 PHD2:318-364; mBAF45a, PHD1:378-433 PHD2:434-478 (SMART). Absolutely conserved residues are represented by a black shade and conserved residues are represented by a grey shade (BoxShade). The last number of last line represents the last residue for the each given sequence. B. Saf5 Cloning Strategy. The top panel represents the full gene in the MAC, the bottom panel represents the tagging cassette. The pointed lines represent where DNA replacement occurs. Arrows represent the used primers (Additional File 4). Black boxes are not coding sequences. White boxes are coding sequences. Bended arrow represents the starting codon and * represents the stop codons.

# Supplementary material for: The bromodomain-containing protein Ibd1 links multiple chromatin-related protein complexes to highly expressed genes in Tetrahymena thermophila
**Source:** Epigenetics Chromatin. 2018 Mar 9;11:10. doi: 10.1186/s13072-018-0180-6
**Supplement:** Supplementary file 3 — Additional file 3. Ibd1_Alignments_Cloning.

## Slide 1
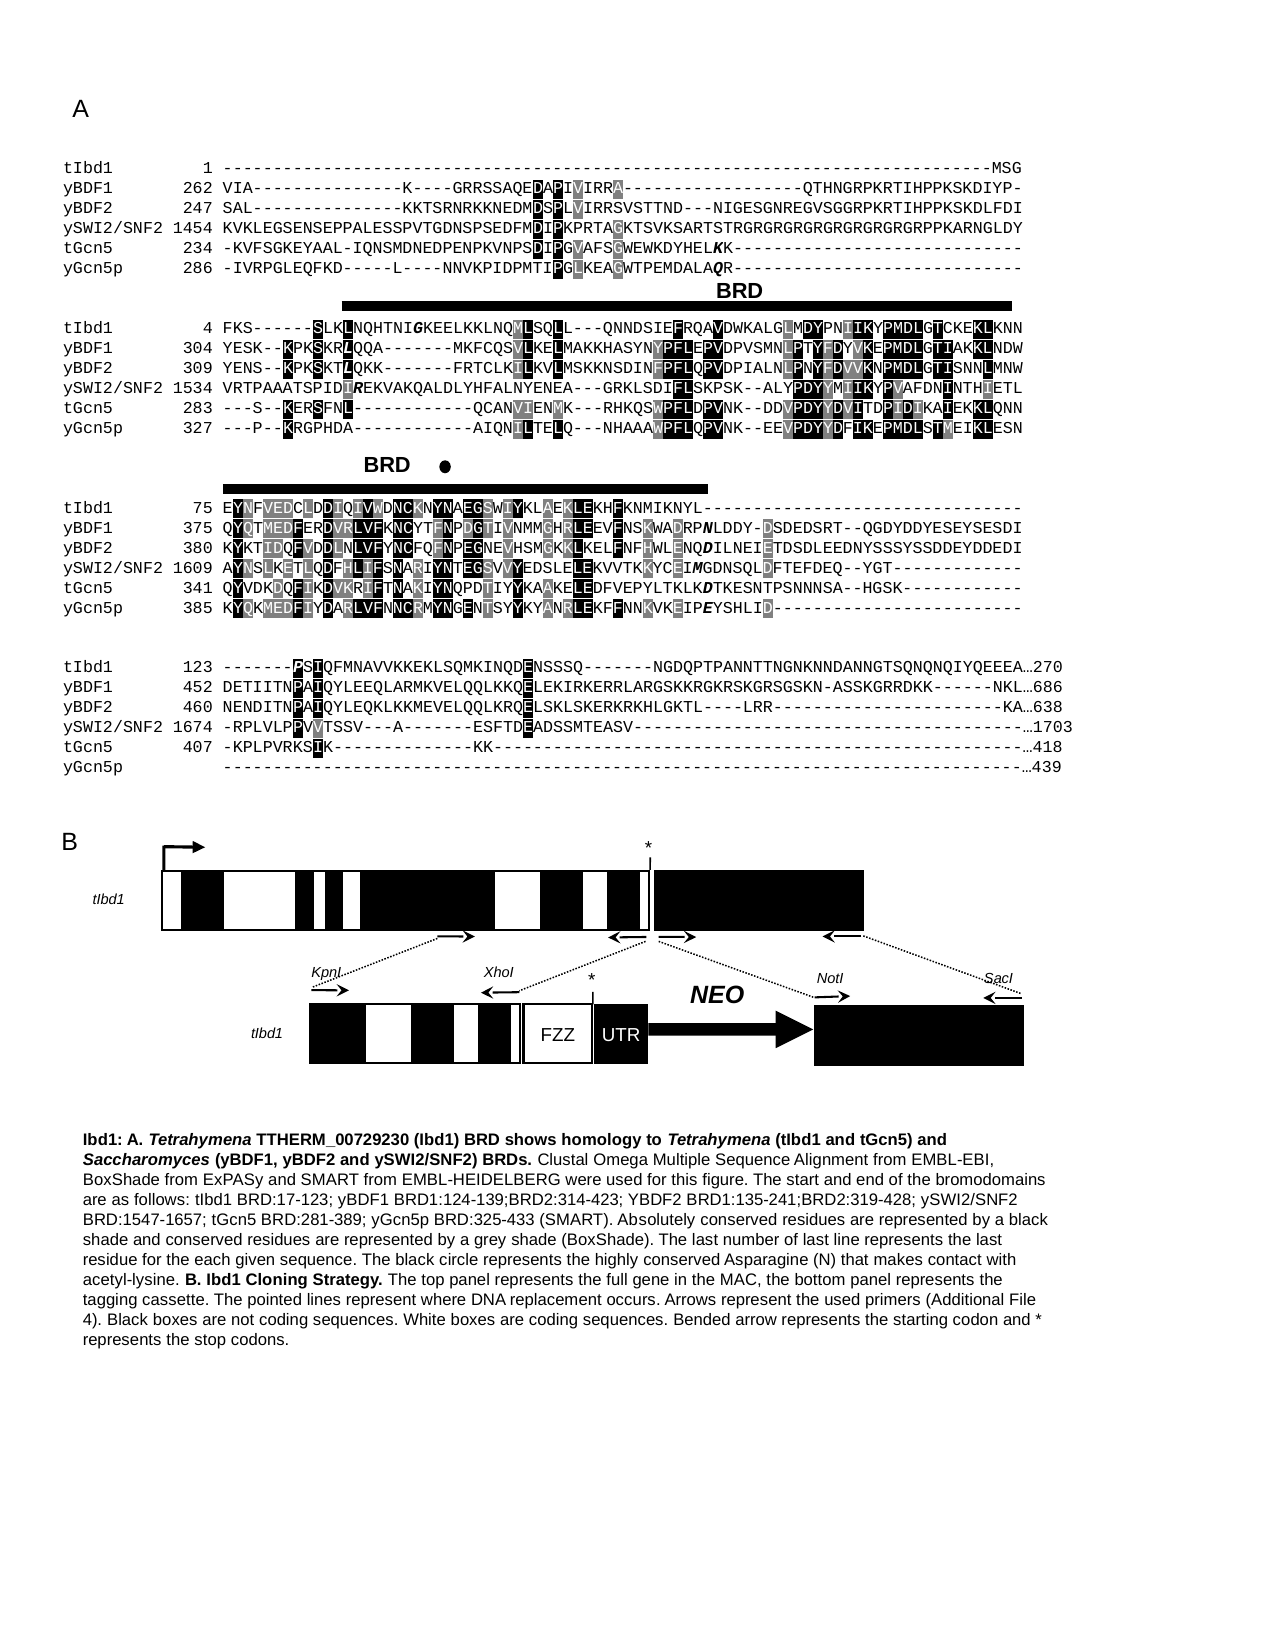

A
tIbd1 1 -----------------------------------------------------------------------------MSGyBDF1 262 VIA---------------K----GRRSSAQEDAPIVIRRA------------------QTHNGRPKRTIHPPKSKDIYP-yBDF2 247 SAL---------------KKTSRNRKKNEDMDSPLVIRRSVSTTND---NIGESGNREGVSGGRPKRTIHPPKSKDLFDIySWI2/SNF2 1454 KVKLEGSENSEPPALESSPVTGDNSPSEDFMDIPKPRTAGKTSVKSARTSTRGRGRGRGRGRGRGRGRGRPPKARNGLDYtGcn5 234 -KVFSGKEYAAL-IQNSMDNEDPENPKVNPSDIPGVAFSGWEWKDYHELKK-----------------------------yGcn5p 286 -IVRPGLEQFKD-----L----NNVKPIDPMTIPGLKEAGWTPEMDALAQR-----------------------------
tIbd1 4 FKS------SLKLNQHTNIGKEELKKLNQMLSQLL---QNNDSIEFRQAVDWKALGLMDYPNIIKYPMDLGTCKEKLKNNyBDF1 304 YESK--KPKSKRLQQA-------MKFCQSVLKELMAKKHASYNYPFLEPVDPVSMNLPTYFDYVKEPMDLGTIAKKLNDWyBDF2 309 YENS--KPKSKTLQKK-------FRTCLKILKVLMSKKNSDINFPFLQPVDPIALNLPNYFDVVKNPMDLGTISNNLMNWySWI2/SNF2 1534 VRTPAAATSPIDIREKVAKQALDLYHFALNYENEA---GRKLSDIFLSKPSK--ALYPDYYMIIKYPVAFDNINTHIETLtGcn5 283 ---S--KERSFNL------------QCANVIENMK---RHKQSWPFLDPVNK--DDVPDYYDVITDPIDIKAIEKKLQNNyGcn5p 327 ---P--KRGPHDA------------AIQNILTELQ---NHAAAWPFLQPVNK--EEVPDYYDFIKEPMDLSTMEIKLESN
tIbd1 75 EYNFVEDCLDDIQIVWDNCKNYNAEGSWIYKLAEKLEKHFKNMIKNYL--------------------------------yBDF1 375 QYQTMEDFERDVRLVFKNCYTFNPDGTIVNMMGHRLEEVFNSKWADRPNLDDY-DSDEDSRT--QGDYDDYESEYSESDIyBDF2 380 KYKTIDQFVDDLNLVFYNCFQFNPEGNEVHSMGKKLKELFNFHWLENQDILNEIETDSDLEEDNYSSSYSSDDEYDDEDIySWI2/SNF2 1609 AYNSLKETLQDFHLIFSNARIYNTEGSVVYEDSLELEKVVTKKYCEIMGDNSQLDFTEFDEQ--YGT-------------tGcn5 341 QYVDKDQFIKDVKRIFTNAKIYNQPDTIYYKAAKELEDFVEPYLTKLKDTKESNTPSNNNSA--HGSK------------yGcn5p 385 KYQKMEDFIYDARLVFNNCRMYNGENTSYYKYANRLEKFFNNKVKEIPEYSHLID-------------------------tIbd1 123 -------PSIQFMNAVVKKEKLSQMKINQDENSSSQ-------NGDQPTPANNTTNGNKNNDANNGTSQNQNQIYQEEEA…270yBDF1 452 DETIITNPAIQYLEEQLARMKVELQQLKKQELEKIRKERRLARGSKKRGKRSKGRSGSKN-ASSKGRRDKK------NKL…686yBDF2 460 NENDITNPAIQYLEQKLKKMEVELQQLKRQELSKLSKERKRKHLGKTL----LRR-----------------------KA…638ySWI2/SNF2 1674 -RPLVLPPVVTSSV---A-------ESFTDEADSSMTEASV---------------------------------------…1703tGcn5 407 -KPLPVRKSIK--------------KK-----------------------------------------------------…418yGcn5p --------------------------------------------------------------------------------…439
BRD
BRD
B
*
tIbd1
XhoI
KpnI
*
NotI
SacI
NEO
FZZ
UTR
tIbd1
Ibd1: A. Tetrahymena TTHERM_00729230 (Ibd1) BRD shows homology to Tetrahymena (tIbd1 and tGcn5) and Saccharomyces (yBDF1, yBDF2 and ySWI2/SNF2) BRDs. Clustal Omega Multiple Sequence Alignment from EMBL-EBI, BoxShade from ExPASy and SMART from EMBL-HEIDELBERG were used for this figure. The start and end of the bromodomains are as follows: tIbd1 BRD:17-123; yBDF1 BRD1:124-139;BRD2:314-423; YBDF2 BRD1:135-241;BRD2:319-428; ySWI2/SNF2 BRD:1547-1657; tGcn5 BRD:281-389; yGcn5p BRD:325-433 (SMART). Absolutely conserved residues are represented by a black shade and conserved residues are represented by a grey shade (BoxShade). The last number of last line represents the last residue for the each given sequence. The black circle represents the highly conserved Asparagine (N) that makes contact with acetyl-lysine. B. Ibd1 Cloning Strategy. The top panel represents the full gene in the MAC, the bottom panel represents the tagging cassette. The pointed lines represent where DNA replacement occurs. Arrows represent the used primers (Additional File 4). Black boxes are not coding sequences. White boxes are coding sequences. Bended arrow represents the starting codon and * represents the stop codons.

# Supplementary material for: The bromodomain-containing protein Ibd1 links multiple chromatin-related protein complexes to highly expressed genes in Tetrahymena thermophila
**Source:** Epigenetics Chromatin. 2018 Mar 9;11:10. doi: 10.1186/s13072-018-0180-6
**Supplement:** Supplementary file 10 — Additional file 10. Additional_Methods.

**ADDITIONAL METHODS**

**Generation of WCE and Western blotting**

Whole-cell extracts (WCE) were prepared using 10% trichloroacetic acid in ice for 30 minutes. [1]. The WCEs were re-suspended in 90μL of SDS loading dye. To neutralize the solution, 10μL of 1M Tris was added. WCEs were separated by electrophoresis through 10% SDS-PAGE, transferred to nitrocellulose, and blotted with the indicated antibodies. Antibodies and dilutions used were anti-Flag (1:4000; Sigma), anti-Pdd1 (1:2500; Abcam), anti-Brg1 (1:1000, [2])

**Affinity purification and sample preparation**

Frozen cell pellets from ~500 ml of vegetatively growing *T. thermophila* harvested at a density of 3 × 10^5^ cells/ml were used. The pellets were thawed and re-suspended in 10 mM Tris–HCl (pH 7.5), 1 mM MgCl_2_, 300 mM NaCl and 0.2% NP40 plus yeast protease inhibitors (Sigma). 500 units of benzonase nuclease (Sigma E8263) were added and extracts were incubated for 30 min at 4°C. WCEs were clarified by centrifugation at 16,000×g with soluble material incubated for 4 h in the presence of 50 μl of packed M2-agarose (Sigma) and incubated at 4°C for 3 h. The M2-agarose was washed once with 10 ml IPP300 (10 mM Tris–HCl pH 8.0, 300 mM NaCl, 0.1% NP40), two times with 5mL of IP100 buffer (10 mM Tris–HCl pH 8.0, 100 mM NaCl, 0.1% NP40), and two times with 5mL of IP100 buffer without detergent (10 mM Tris–HCl pH 8.0, 100 mM NaCl). Elution was performed with 500 ul of 0.5 M NH_4_OH rotating for 20 minutes at room temperature. Protein eluates were prepared for mass spectrometry acquisition as previously described [3]. Briefly, the eluates were dried using a speedvac and resuspended in 10 μL of 20 mM Tris-HCl pH8 before being digested with 0.75 μg of trypsin (Sigma) for ~ 15 hours at 37°C with mild agitation. An extra 0.25 μg of trypsin was added to each sample and they were incubated for an additional 3 h. Samples were acidified to a final concentration of 2% acetic acid and stored at -80°C until their acquisition on a mass spectrometer.

**Experimental design for mass spectrometry experiments**

For each analysis, at least two biological replicates of each bait were processed independently. These were analysed alongside negative controls in each batch of samples processed. *Tetrahymena* cells expressing no tagged bait (i.e. empty cells) were employed as control. To minimize carry-over issues, extensive washes were performed between each sample (see details for each instrumentation type); and the order of sample acquisition on the mass spectrometer was also reversed for the second biological replicate to avoid systematic bias. On the LTQ mass spectrometer, a freshly made column was used for each sample.

**Preparation of HPLC columns for mass spectrometry**

A spray tip was formed on a fused silica capillary column (0.75 μm ID, 350 μm OD) using a laser puller (program = 4; heat = 280, FIL = 0, VEL = 18, DEL = 200). 10 cm – 12 cm of C_18_ reversed-phase material (Reprosil-Pur 120 C_18_-AQ, 3 μm; Dr.Maisch HPLC GmbH, Germany) was packed in the column by pressure bomb in MeOH. The column was equilibrated in buffer A prior to sample loading.

**Mass spectrometry acquisition using LTQ-Orbitrap mass spectrometers**

5 μL of each sample was directly loaded at 400 nL/min onto the equilibrated HPLC column. The peptides were eluted from the column by a gradient generated by a NanoLC-Ultra 1D plus (Eksigent, Dublin CA) nano-pump and analyzed on a LTQ-Orbitrap classic or LTQ-Orbitrap Velos (Thermo Electron) equipped with a nanoelectrospray ion source (Proxeon, Thermo Scientific). The LTQ-Orbitrap classic or Velos instrument under Xcalibur 2.0 was operated in the data dependent mode to automatically switch between MS and up to 10 subsequent MS/MS acquisitions. Buffer A was 100% H_2_O, 0.1% formic acid; buffer B was 100% acetonitrile (Can), 0.1% formic acid. The HPLC gradient program delivered an ACN gradient over 125 minutes. For the first twenty minutes, the flow rate was 400 μL/min at 2% B. The flow rate was reduced to 200 μL/min and the fraction of solvent B increased in a linear fashion to 35% until 95.5 minutes. Solvent B was increased to 80% over 5 minutes and maintained at that level until 107 minutes. The mobile phase was reduced to 2% B until the end of the run (125 min). The parameters for Data Dependent Acquisition on the mass spectrometer were: 1 centroid MS (mass range 400–2000) followed by MS/MS on the 10 most abundant ions. General parameters were: activation type = CID, isolation width = 1 m/z, normalized collision energy = 35, activation Q = 0.25, activation time = 10 msec. For data dependent acquisition, the minimum threshold was 500, the repeat count = 1, repeat duration = 30 sec, exclusion size list = 500, exclusion duration = 30 sec, exclusion mass width (by mass) = low 0.03, high 0.03.

**Mass spectrometry acquisition using LTQ mass spectrometers:**

The re-suspended sample was bomb-loaded in its entirety on the equilibrated column. The column was washed off-line for 10 min in buffer A, then placed in-line with a LTQ mass spectrometer equipped with an Agilent 1100 pump with split flow, and either the Thermo source, or a Proxeon source. Buffer A is 2% ACN, 0.1% formic acid; buffer B is 98% ACN, 0.1% formic acid. The HPLC gradient program delivered an ACN gradient over 120 min (1-5% buffer B over 4 min, 5-40% buffer B over 100 min, 40-60% buffer B over 5 min, 60-100% buffer B over 5 min, hold buffer B at 100% 3 min, and 100-0% B in 2 min). The parameters for Data Dependent Acquisition on the mass spectrometer were: 1 centroid MS (mass range 400-2000) followed by MS/MS on the 5 most abundant ions. General parameters were: activation type = CID, isolation width = 3, normalized collision energy = 32, activation Q = 0.25, activation time = 30 msec, wideband activation. For data dependent acquisition, minimum threshold was 1000, the repeat count = 1, repeat duration = 30 sec, exclusion size list = 500, exclusion duration = 30 sec, exclusion mass width (by mass) = low 1.2, high 1.5.

**Data Dependent Acquisition MS analysis:**

Mass spectrometry data were stored, searched and analyzed using the ProHits laboratory information management system (LIMS) platform [4]. Within ProHits, Thermo Fisher scientific RAW mass spectrometry files were converted to mzML and mzXML using ProteoWizard (3.0.4468; [5]). The mzML and mzXML files were searched using Mascot (v2.3.02). The spectra were searched with the RefSeq database (version 45, January 24th, 2011) acquired from NCBI against a total of 24,770 *T. thermophila* sequences. For the files analyzed on the Orbitraps, charges +2, +3 and +4 were allowed and the parent mass tolerance was set at 12 ppm while the fragment bin tolerance was set at 0.6 amu. For files analyzed on the LTQ, the charges +1, +2 and +3 were considered, with the parent mass tolerance set at 3 amu and the fragments at 0.6 amu. Deamidated asparagine and glutamine and oxidized methionine were allowed as variable modifications. SAINTexpress version 3.61 [6] was used as a statistical tool to calculate the probability value of each potential protein-protein interaction from background contaminants using default parameters. For the LTQ vegetative samples, controls were compressed from 38 to 20 controls while the conjugating samples were compressed from 11 controls to 8, using a strategy first introduced in [7].

**MS Data Visualization**

Dot plots were generated using ProHits-viz (prohits-viz.lunenfeld.ca [8]). Interaction networks were generated using Cytoscape (V3.0.1; [9]) with edge weighted based on spectral counts and nodes manually organized.

**Cloning, expression and purification of *T. thermophila* synthetic Ibd1**

An optimized synthetic gene to express a full length Ibd1 protein in *Escherichia coli* BL21(DE3) was generated and provided in a pUC57 plasmid (BioBasics Inc.). The synthetic gene was amplified by PCR (An additional Excel file shows this in more detail, see Additional file 4) and cloned into pET28a in-frame to add an N-terminal 6x His-tag to Ibd1. This plasmid was used for transformation into *E. coli* BL21 (DE3). Transformants were grown in media containing kanamycin +/- IPTG. Whole cell extracts were made by sonicating cell pellets in SDS loading dye followed by heating in boiling water. The samples were separated by SDS-PAGE, and visualized by staining with Fast SeeBand protein staining solution (Gene Bio-Application). *E. coli* were grown overnight at 37°C, re-suspended in liquid culture and incubated until the OD_600_ reached approximately 0.6. The culture was induced with IPTG for 4 hours. Extraction of the 6xHis-Ibd1 was done using Ni-NTA Fast Start Kit (Qiagen). Each fraction was tested by adding SDS loading dye followed by heating in boiling water. The samples were separated by electrophoresis through SDS-PAGE, and visualized by staining with Fast SeeBand protein staining solution (Gene Bio-Application). The Qiagen buffer was exchanged by size exclusion chromatography (PD-10 Desalting Columns, GE Healthcare) with a buffer with a final concentration of 10% glycerol and 10mM Tris-HCl pH 7.4. To verify recovery, SDS-PAGE followed by staining of the gel by Fast SeeBand Protein stain solution (Gene Bio-Application) was performed.

**Histone Peptide Array**

A commercial human histone peptide array (MODified Histone Peptide Array, Active Motif Catalog number 13005) and its reagents (MODified Protein Domain Binding Kit, Active Motif Catalog number 13007) was used to screen Ibd1 for binding interactions with 384 unique posttranslational modification combinations. The array contained 384 sites, each with a different combination of PTM. The mechanism of the array was comparable to a Western blot. The array was blocked with 5% milk for 1 hour, washed with 1xTBS and incubated with 6xHis-Ibd1, for 1 hour. The array was washed with 1xTBS and incubated first with the primary antibody, anti-6xHis, and then with the secondary antibody; anti-rabbit HRP. After washing again with 1xTBS, ECL was used for detection. The array was visualized by an imaging system (Gel Doc XR System, BioRad). The image obtained was processed in the software provided with the kit (Array Analyze Software, Active Motif). The output of the software was used to analyze each of the sites with binding interactions.

**Indirect immunofluorescence**

The cells were harvested and fixed during vegetative growth, after 24 hours of starvation (10mM Tris-HCl pH7.4), and at 3, 4.5, 6 and 8 hours post starvation mixing for indirect immunofluorescence as described [3]. A total of 20μL of each sample was mounted on slides with coverslips and epi-fluorescence examined on a compound, upright Leica DM5000B microscope under magnification of 400x.

**Identification of *Tetrahymena* BRD-containing proteins**

The *Tetrahymena* genome database (www.ciliate.org, [10]) was searched using the amino acid sequence of human and yeast bromodomains. The amino acid sequences of the identified *Tetrahymena* BRD-containing proteins were analysed using the Pfam database (http://pfam.sanger.ac.uk/) and SMART web tool (http://smart.embl-heidelberg.de/) for the domain identification. Phylogenetic analysis was carried out using the amino acid sequences of the BRD-containing domains found within the identified proteins. Sequences were aligned using MUSCLE [11]. The neighbour joining method using p-distances was employed to construct the phylogenetic tree (1000 bootstrap replicates) as implemented in MEGAv5.2.1 [12]. Tertiary structure for the BRD of Ibd1 was predicted at I TASSER server (http://zhanglab.ccmb.med.umich.edu/I-TASSER/) [13]. The superimposition of the Ibd1 BRD predicted structure was also carried out at I TASSER server using the BRD of human SMARCA2 protein (PDB: 5DKC).

**Chromatin Immunoprecipitation (ChIP)**

90 mL of Ibd1-FZZ cells in exponential growth were collected and cross-linked with 2.5 mL of 37% formaldehyde for 30 min at room temperature and neutralized with 13mL of 2.5M glycine. The chromatin was washed with 10mM Tris pH7.4 followed with cold lysis buffer (50mM Tris pH 8.0, 5mM EDTA, 1% SDS in H2O plus protease inhibitor (cOmplete™ Protease Inhibitor Cocktail) and 100mM PMSF). The chromatin was fragmented to 400 to 500 base pairs on ice by sonication 10 cycles 25 sec settings duty cycle 30%, output 0.3 (Branson 450 Analog Sonifier). The lysis buffer containing the sonicated chromatin was diluted 10 times using dilution buffer (50mM Tris pH 8.0, 100mM NaCl, 5mM EDTA, 2% Triton X and 0.2% deoxycholate. Chromatin immunoprecipation was performed using 25uL of packed bead volume M2 agarose beads (Sigma) rotating at 4ᵒC for 4hrs. The beads were wash one time with each of the following buffers 1X FA, 1X FA plus 500mM NaCl, LiCl buffer and 1X TE. DNA elution started in 2X Proteinase K buffer (20mM Tris pH8, 10mM EDTA and 1% SDS in H_2_O) at 65ᵒC for 20 minutes and diluted to 1X Proteinase K by H2O addition. RNase (Fermentas) was added an incubated for 1hr at 37ᵒC. Proteinase K (Fermentas) was added and incubated at 42ᵒC for 2 hrs and 65ᵒC for 8hrs. The DNA was isolated (Qiagen PCR purification kit) and H_2_O was used as elution.

**Next Generation Sequencing**

We performed 2 biological replicate analyses of our INPUT and IP samples. Library preparation was​ performed using Illumina​'s​ ​TruSeq ChIP Sample Preparation Kit ​(cat# IP-202-1012). ​Samples were ​sequenced on​ ​the Illumina HiSeq2500 ​platform as follows: single-end 58bp read length using v4 chemistry. The samples were d​e​multiplexed​ using​ ​bcl2fastq2 Conversion Software v2.17 (https://support.illumina.com/sequencing/sequencing_software/bcl2fastq-conversion-software.html) allowing for 1 barcode mismatch​. ​Passed Filter reads were use​ in downstream sample analysis. NGS was performed by the Donnelly Sequencing Centre, CSPro at University of Toronto.

**NGS Data Processing**

For each step of the NGS data processing we followed the method described by (Ponce M, Saettone A, et al., in preparation 2017), we used the data from the 2 NGS biological repetitions, each of which had an INPUT and an Immunoprecipitated (IP) sample.

*High Performance Computing:* The computations for the NGS data were performed on the General-Purpose Cluster (GPC) at the SciNet HPC Consortium at the University of Toronto. The data were assessed for quality using fastQC version 0.11.5 (Babraham Bioinformatics). After assessing for quality, we used Burrows-Wheeler Alignment (BWA) module 0.7.13 [14] and Sequence Alignment/Map (SAMtools) module 1.3.1 [15] to align and sort the raw data obtained from NGS, with the gene annotations and the *Tetrahymena* MAC genome, www.ciliate.org, [10].

*Peaks calling:* To call the peaks from the genic (ORF) and intergenic regions we respectively counted and extracted the Percentage of Clusters Passing Filters (PF clusters) that aligned to all ~25,000 annotated *T. thermophila* ORF and intergenic regions from the INPUT and IP. This was carried out using a “for”-loop combining tools from SAMtools (eg. “samtools view”) and linux shell commands (eg. “wc” for counting hits as lines) and deposited in the respective READS columns of a spreadsheet deposited in GSE103318. We also called peaks using MACS2 and we found that results are comparable, these peaks were deposited in GSE103318. 

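For the ORFs with strong peaks, the highest MACS2 fold enrichment of any peak on the ORF was compared with the paper's fold enrichment of the whole ORF, with replicates matched by their numbers, which the paper's text does not state. Spearman's rho across ORFs was 0.670 for replicate 1 (836 ORFs) and 0.732 for replicate 2 (833 ORFs), and 0.710 for the means of both. Both measures are ratios of IP to INPUT from the same libraries, so a positive rho is built in and no p-value is given. With peaks at a −log10 q-value of at least 10, rho for the means was 0.611. In replicate 1 the MACS2 fold divided by the paper's had a median of 1.12 for ORFs at 2- to 4-fold, 0.868 at 4- to 6-fold, 0.654 at 6- to 8-fold and 0.525 at 8-fold or more. In replicate 2 these medians were 1.62, 1.35, 1.12 and 0.974. The paper's fold enters both the ratio and the classes, which by itself makes the ratio fall from class to class.

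**Figure D2:**
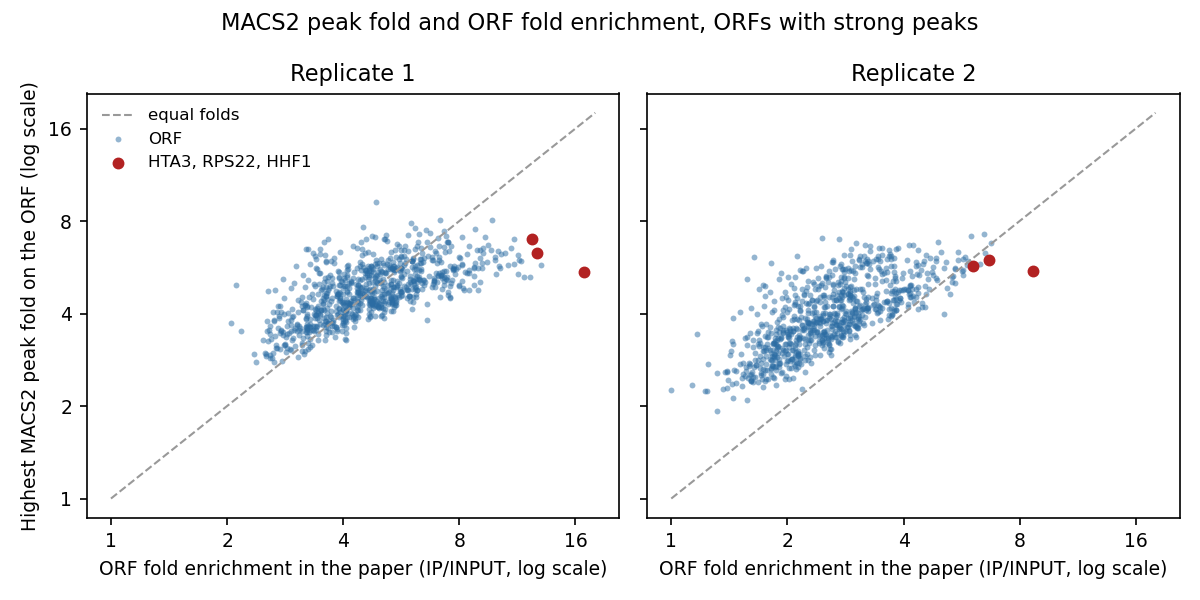
Highest MACS2 peak fold enrichment on each ORF with strong peaks against the paper's fold enrichment (IP/INPUT) of the ORF, for each replicate, on log2-spaced axes. Each point is an ORF, the red points are HTA3, RPS22 and HHF1, and the dashed line marks equal values. In replicate 1 the points at high enrichment in the paper fall below the line, with a median ratio of 0.525 at 8-fold or more.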

Different to MACS2 that calls all peaks regardless of their position, genic or intergenic, (Ponce M, Saettone A, et al., in preparation 2017) pipeline calls peaks from either genic or intergenic regions and thus this pipeline is more suitable to answer our biological questions regarding position of Ibd1 in the genome.

*Peaks normalization:* The number of extracted reads per each given ORF or intergenic region represents a peak. These data were normalized 2 times. 

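The headers of the peak lists give the number of aligned tags behind each sample in place of clusters. The IP of replicate 1 had 2.09 times as many aligned tags as the IP of replicate 2, and the INPUT of replicate 1 had 1.14 times as many. After MACS2 kept a single tag per position and strand, these ratios were 1.46 for the IPs and 1.17 for the INPUTs.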

Since each of the 4 samples (2 sets of one INPUT and its respective IPs) from NGS has different amount of PF clusters, we first normalized these reads with respect to the smallest PF cluster from the Flowcell summary tab and deposited them in the RAW PEAKS columns of the same spreadsheet (GSE103318). In addition, since the size of each annotated gene and intergenic region are different, we further normalized the raw peaks based on their genic and intergenic region sizes with respect to the smallest gene (150b) and intergenic (12bp) region respectively and deposited them in the PEAKS columns of the same spreadsheet (GSE103318).

*Fold Enrichment:* After the 2 sequential normalizations of the INPUT and IP peaks, we calculated the fold enrichment for genic and intergenic regions of the 2 sample sets as the IP PEAK divided by the INPUT PEAK (IP/INPUT) and deposited them in the Fold enrichment columns of the same spreadsheet deposited in GSE103318. The average of both fold enrichment columns was calculated and deposited in the Average Fold Enrichment column of the same spreadsheet and ranked them.

**Analyses of Processed NGS Data**

*Table generation*: We obtained all data points, with fold enrichment that were greater than or equal to 2 in the Average Fold Enrichment column, from the data deposited in GSE103318 and placed the data into two Excel files. The first file contains 1607 genic regions and the second 2640 intergenic regions. This data was deposited in the additional Excel file 7 and 8, All_>2X_Fold_Enrichment tabs respectively.

*Strong vs Weak Peaks (Peaks cut-off)*: Since our interest was only to obtain strong peaks, we determined the weak peaks for further elimination. We generated the averaged peaks column for each data set and deposited in the additional Excel file 7 and 8, All_>2X_Fold_Enrichment tabs respectively. Very strong peak outliers were manually identified for the ORF and intergenic regions since they were presented in clear large amounts (i.e. >10X) with respect to the next following strongest peaks. 

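The ORFs TTHERM_02141639, TTHERM_02641280 and TTHERM_02653301 each had a MACS2 peak in both replicates. TTHERM_02141639, on scf_8254915 from 220 to 570, had a pileup of 233.84 in replicate 1 (fold enrichment 4.00) and 257.32 in replicate 2 (fold enrichment 4.96). For TTHERM_02641280, on scf_8253895 from 546 to 791, the pileup was 236.54 (fold enrichment 4.23) and 252.03 (fold enrichment 5.18). TTHERM_02653301, on scf_8255706 from 802 to 1112, had pileups of 115.60 and 112.05, with fold enrichments of 4.14 and 5.17. Because MACS2 kept 1 tag per position and strand and extended it to the fragment length, the pileup cannot exceed 280 in replicate 1 or 306 in replicate 2.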

The filtered outliers from the ORF table were TTHERM_02141639, TTHERM_02641280, TTHERM_02653301. From the intergenic regions table, we filtered the corresponding upstream and downstream intergenic regions of the filtered ORF. We did not use these genic and intergenic regions for the cut-off calculation, however we used them for following calculations. We next transferred this data to a new tab to calculate the values distribution (An additional Excel file shows this in more detail, see Additional file 7 and 8, Avg_Peak_Values_Distribution tabs). With these data, we generated a bell curve and two bin ranges, one with random numbers generated by Excel and the other with the original data. We designated peak values corresponding to the lower 5% limit with respect to the highest averaged peak value as background or weak peaks. The weak peaks were filtered for all further calculations. 

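The 770 ORFs in the table used here with a fold enrichment of at least 2 and an averaged peak below the limit of 247.85 were set against the MACS2 lists as well. A peak lay on 585 of these weak-peak ORFs in replicate 1, on 562 in replicate 2 and on 556 (72.2%) in both, and 179 had a peak in neither replicate.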

We showed the cut-off values on the Bin (Average IP_N2 Peak) curves in red (An additional Excel file shows this in more detail, see Additional file 7 and 8, Avg_Peak_Values_Distribution tabs). The calculations were carried out as follows: i] for the ORF, the lower limit with respect to the highest peak value of 4957 reads was calculated as 4957x5/100=247.85. As a result, all ORF that have an average IP_N2 peak lower than 247.85 were filtered; ii] for the intergenic regions, the lower limit with respect to highest peak value of 222 reads was calculated as 222x5/100=11.1. As a result, all intergenic regions that have an average IP_N2 peak lower than 11.1 were filtered. The obtained data for the genic and intergenic regions were deposited in a new tab called >2X_Enriched_with_Strong_Peaks in the Additional file 7 and 8. In addition, the corresponding TTHERM value obtained from GSM692081[16] for the genic region were deposited in the same tab. The GSM692081 data was obtained after RNA-Seq analyses and it shows the gene expression of the ~25,000 predicted genes encoded by the *Tetrahymena* MAC during vegetative growth [16]. In [16], it was also concluded that the RNA-Seq and microarray data [17] present a strong correlation. It addition, the RNA-Seq analysis uncovered more genes that were thought to be unexpressed by the microarray data. Thus, bringing this number from 22% (microarray data) to 3.8% (RNA-Seq data). From the RNA-Seq data [16] and for our analyses, we stablished that genes that have more than 1000 and between 1000 and 100 RNA mapped reads during vegetative growth are considered highly and moderately expressed respectively. This data was deposited in the additional Excel file 7, >2X_Enriched_with_Strong_Peaks and RNA-Seq tabs.

*Reproducibility:* The biological replicates confidence value was calculated for the data presented in the additional Excel file 7 and 8, >2X_Enriched_with_Strong_Peaks tabs at 95% confidence and deposited in the additional Excel file 7 and 8, Replicates_reproducibility tabs respectively. Based on the data distribution we noticed that the experiment reproducibility, between the two repetitions, is between 61% to 99.5% for the ORF and 49% to 99.7% for the intergenic regions. We assumed that this variability is expected due to the differences in cell physiology or ChIP-Seq related variations. Pearson correlation showed 0.91 for ORF and 0.71 for intergenic regions showing a strong positive association between both replicates.

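The replicates were compared here through their peaks. Of the replicate 1 peaks, 5104 (58.9%, Wilson 95% confidence interval 57.9 to 59.9%) overlapped a replicate 2 peak, and 5090 of the replicate 2 peaks (93.8%, interval 93.2 to 94.5%) overlapped a replicate 1 peak. These intervals cover counting error only. When the replicate 2 peaks were placed at random on their own scaffolds 1000 times, 522.6 ± 21.2 (SD over placements) overlapped, and at most 599 did, so that the observed number was 9.74 times the mean (one-sided permutation test by random placement, p = 0.001, the smallest that 1000 placements can give). With the overlap required to be at least 50% of both peaks, 4296 were shared. Across the shared peaks, which are not independent replicates, Spearman's rho of the fold enrichment was 0.853 (two-sided permutation test, p = 1e-05, the smallest that 100000 permutations can give, unchanged by Benjamini-Hochberg adjustment over 8 correlations of fold enrichment). The fold was higher in replicate 1 for 4520 of the 5104 peaks (88.6%), with a median ratio of replicate 1 to replicate 2 of 1.21. This ratio was 1.21 over ORFs and 1.11 over intergenic regions with a peak in both lists. For ORFs with strong peaks and a MACS2 peak in both lists, Pearson's r of the highest peak fold was 0.847 and Spearman's rho 0.869. For intergenic regions, Pearson's r was 0.727 and Spearman's rho 0.709 (permutation test, p = 1e-05 for each).

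**Figure D3:**
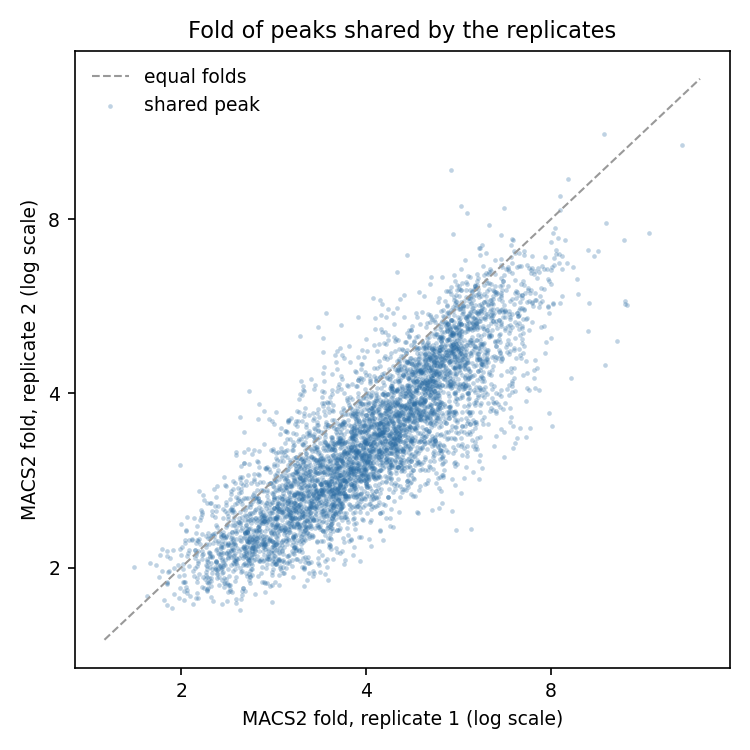
MACS2 fold enrichment in replicate 2 against replicate 1, on log2-spaced axes, for the 5104 replicate 1 peaks that overlap a replicate 2 peak. Each point is a peak and the dashed line marks equal values. Most points lie along a rising band, with a rho of 0.853, and the value is higher in replicate 1 for 4520 of them.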

*Peaks validation through visual inspection:* IGV [18] was used to visually inspect and validate the obtained ranked fold enrichment data points from the Additional file 7 and 8, >2X_Enriched_with_Strong_Peaks tabs.

*Localization of Ibd1 to genic regions and highly expressed genes:* To determine Ibd1 localization based on its localization at highly expressed genes, we grouped the data obtained from the additional Excel file 7, >2X_Enriched_with_Strong_Peaks tab, based on their enrichment (≥ 2X, ≥ 4X, ≥ 6X and ≥ 8X) and their respective highly expressed, low expressed state and non-available TTHERMs for the GSM692081 data set. This analysis was deposited in the additional Excel file 7, localization tab.

*Ibd1 occupancy*: To determine the preference of Ibd1 for genic or intergenic regions we grouped the data obtained from the additional Excel file 8, >2X_Enriched_with_Strong_Peaks tab based on their enrichment (≥ 2X, ≥ 4X, ≥ 6X and ≥ 8X) and compared to the data obtained from the additional Excel file 7, localization tab. *Assigning putative function to peaks populations with values ≥4X* based on their genomic position*:* Since peaks that are ≥4-fold enriched in the ORF and intergenic regions are clearly enriched, we filtered the values from the additional Excel file 7 localization tab and the additional Excel file 8, Ibd1_localization tab that are below 4. The data obtained for the genic and intergenic regions that had values ≥4X were deposited in the additional Excel file 7 and 8, 4X_+_Ibd1_Occupancy tabs. For the ORF (>2X_Enriched_with_Strong_Peaks and 4X_+_Ibd1_Occupancy tabs from Additional_file_7_ChIP_seq_ORF) and *Tetrahymena* genes data (as presented in GSE103318_BD1_BD2_ORF_peaks.xlsx file from GEO accession GSE103318) we used STRING (https://string-db.org/) [19] to predicted their biological function based on the Gene Ontology (Biological Process) [20]. The data was uploaded to STRING in batches of 2000 TTHERMS (or less) each time. This data was deposited in the Additional file 7, 2X_+_GO_Biological_Process, 4X_+_GO_Biological_Expression and AllTtGenes_GO_Biological_Proces tabs respectively. For the intergenic region we used IGV [18] to visually inspect and localize neighbouring TTHERM numbers to determine Ibd1 putative function based on the accumulation of each peak throughout the genome with respect to promoters and/or terminators an deposited them in An additional Excel file 8, Intergenic_Groups tab. Thus, if the Ibd1 enrichment was neighboring a 5’ region we group these as promoter and if it was closer to a 3’ ORF region, we grouped them as terminators. We used IGV [18] to visually inspect and localize neighbouring TTHERM numbers and deposited these in the same tab. We next extracted de data from the additional Excel file 8, Intergenic_Groups tab, that contains ≥4X values for ORF and intergenic regions and deposited this data in the additional Excel file 8, Combining_Intergenic_and_ORF tab.

**REFERENCES**

1. Bright LJ, Kambesis N, Nelson SB, Jeong B, Turkewitz AP. Comprehensive analysis reveals dynamic and evolutionary plasticity of Rab GTPases and membrane traffic in Tetrahymena thermophila. PLoS Genet. 2010;6:1–18.

2. Fillingham J, Garg J, Tsao N, Vythilingum N, Nishikawa T, Pearlman RE. Molecular genetic analysis of an SNF2/brahma-related gene in Tetrahymena thermophila suggests roles in growth and nuclear development. Eukaryot. Cell. 2006;5:1347–59.

3. Garg J, Lambert J-P, Karsou A, Marquez S, Nabeel-Shah S, Bertucci V, et al. Conserved Asf1-importin β physical interaction in growth and sexual development in the ciliate Tetrahymena thermophila. J. Proteomics. Elsevier B.V.; 2013;94C:311–26.

4. Liu G, Knight JDR, Zhang JP, Tsou CC, Wang J, Lambert JP, et al. Data Independent Acquisition analysis in ProHits 4.0. J. Proteomics. Elsevier B.V.; 2016;149:64–8.

5. Kessner D, Chambers M, Burke R, Agus D, Mallick P. ProteoWizard: Open source software for rapid proteomics tools development. Bioinformatics. 2008;24:2534–6.

6. Teo G, Liu G, Zhang J, Nesvizhskii AI, Gingras AC, Choi H. SAINTexpress: Improvements and additional features in Significance Analysis of INTeractome software. J. Proteomics. Elsevier B.V.; 2014;100:37–43.

7. Mellacheruvu D, Wright Z, Couzens AL, Lambert J, St-denis N, Li T, et al. The CRAPome: a Contaminant Repository for Affinity Purification Mass Spectrometry Data. Nat Methods. 2013;10:730–6.

8. Knight, J.D., Liu G, Zhang JP, Pasculescu A, Choi H, Gingras AC. A web-tool for visualizing quantitative protein-protein interaction data. Proteomics. 2015;15:1432–6.

9. Shannon P, Markiel A, Owen Ozier 2, Baliga NS, Wang JT, Ramage D, et al. Cytoscape: a software environment for integrated models of biomolecular interaction networks. Genome Res. 2003;2498–504.

10. Stover NA, Krieger CJ, Binkley G, Dong Q, Fisk DG, Nash R, et al. Tetrahymena Genome Database (TGD): a new genomic resource for Tetrahymena thermophila research. Nucleic Acids Res. 2006;34:D500-3.

11. Edgar RC. MUSCLE: a multiple sequence alignment method with reduced time and space complexity. BMC Bioinformatics. 2004;5:113.

12. Tamura K, Peterson D, Peterson N, Stecher G, Nei M, Kumar S. MEGA5: Molecular evolutionary genetics analysis using maximum likelihood, evolutionary distance, and maximum parsimony methods. Mol. Biol. Evol. 2011;28:2731–9.

13. Roy A, Kucukural A, Zhang Y. I-TASSER: a unified platform for automated protein structure and function prediction. Nat Protoc. 2010;5:725–38.

14. Li H, Durbin R. Fast and accurate short read alignment with Burrows-Wheeler transform. Bioinformatics. 2009;25:1754–60.

15. Li H, Handsaker B, Wysoker A, Fennell T, Ruan J, Homer N, et al. The Sequence Alignment/Map format and SAMtools. Bioinformatics. 2009;25:2078–9.

16. Xiong J, Lu X, Zhou Z, Chang Y, Yuan D, Tian M, et al. Transcriptome analysis of the model protozoan, tetrahymena thermophila, using deep RNA sequencing. PLoS One. 2012;7:1–13.

17. Miao W, Xiong J, Bowen J, Wang W, Liu Y, Braguinets O, et al. Microarray Analyses of Gene Expression during the Tetrahymena thermophila Life Cycle. PLoS One. 2009;4:e4429.

18. Robinson JT, Thorvaldsdóttir H, Winckler W, Guttman M, Lander ES, Getz G, et al. Integrative Genomics Viewer. Nat. Biotechnol. 2011;29:24–26.

19. Snel B, Lehmann G, Bork P, Huynen MA. STRING: a web-server to retrieve and display the repeatedly occurring neighbourhood of a gene. Nucleic Acids Res. 2000;28:3442–4.

20. Gene Ontology C. Gene ontology: Tool for the identification of biology. Nat. Genet. 2000;25:25–9.

How the deposited data were processed for this re-analysis (not part of the article)

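Chromatin of vegetative Ibd1-FZZ cells (strain B2086) was immunoprecipitated with anti-FLAG antibody in 2 biological replicates, each with its own INPUT, and the 4 samples were sequenced as single-end reads. The authors aligned the reads with BWA to the Tetrahymena macronuclear genome, whose build the paper's text does not name, and called peaks with MACS2 2.1.1.20160309 in broad mode. The tag sizes in the headers of the peak lists are 62 bp for replicate 1 and 59 bp for replicate 2, where the labels give reads of 58 bp. The fragment length used to extend tags was 140 bp in replicate 1 and 153 bp in replicate 2. The authors left the effective genome size at 2700 Mb. The 444 scaffolds seen in the peak lists and region tables, each taken to end at the largest coordinate seen, add up to 96.1 Mb.

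The deposited pileup is a signal, the number of extended IP tags per base after 1 tag was kept per position and strand, averaged by MACS2 over the peak. The deposited fold enrichment is the ratio of IP pileup to the local background from the matched INPUT, averaged in the same way. The deposited −log10 p-value and −log10 q-value come from MACS2's Poisson model and were averaged over the peak as well. These values are the authors' and were not rescaled. The depth behind the lists is 2464825 kept IP tags for replicate 1 and 1684553 for replicate 2, and with one list per replicate the spread between replicates rests on 2 values. Counts per region and sample were not used at the claims.

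From the lists, the number of peaks, the overlap between replicates, and the overlap with the ORFs and intergenic regions of the paper's supplementary tables were computed. The ORF table used here holds 1606 of 1607 ORFs, all with identifiers that match locus tags of the assembly JCVI-TTA1-2.2, whose coordinates were not used. ORFs with strong peaks had an averaged peak of at least 247.85, as in the paper. The replicates of the paper's tables were matched to those of the peak lists by the numbers 1 and 2 in their names, a match that the paper's text does not state. Over the 1606 ORFs, the paper's IP reads in its first replicate were 2.48 times those in its second and its INPUT reads 1.04 times, where the aligned tags of the peak lists give 2.09 and 1.14. An overlap of 1 bp counted as shared. Random placement put each peak at a random position on its own scaffold, 1000 times. Correlations between replicates, across peaks or regions, and partial correlations across ORFs were tested with 100000 permutations of one of the variables. Confidence intervals of shares are 95% Wilson intervals. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used, with random seed 11. The code was tested on simulated data, in which all 1200 shared peaks among 2000 were recovered. In the same test, 6 of 100 unrelated lists gave a placement p of 0.05 or less, and a correlation over 3000 values came out at 0.797.

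The alternatives were peaks at a −log10 q-value of at least 10, a fold enrichment of at least 4, an overlap of at least 50%, midpoints within 200 bp or inside the region, removal of the scaffolds that carry the 3 ORFs the paper set apart, other placements, other fold enrichment rules and leaving out each replicate. The genes named are those the paper names in its ChIP-Seq results, the histone genes of its table, the 3 ORFs it set apart and the 5 shared peaks with the highest fold enrichment in the replicate where it is lower. The peaks at PDD1, HHT1 and IBD1 were not analysed here, since these genes are not in the ORF table used. The position of peaks relative to the strand of genes, tests against all annotated genes and Gene Ontology terms were left out, because no gene coordinates beyond the paper's tables were used.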

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

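The tests of the background floor and of averaging over regions, and the counts with weak-peak regions, were chosen after the result was seen. Of the 5104 replicate 1 peaks shared with replicate 2, 3918 lay on none of the ORFs or intergenic regions with strong peaks, to which the paper restricts its results. Among the 1401 shared peaks with a fold enrichment of at least 4 in both replicates, 781 (55.7%) lay outside these regions. Both counts stand out because the peaks pass the q-value limit set against the INPUT and lie outside the regions that the paper goes on to discuss. Part of them lie on regions that its tables list at 2-fold or more with weak peaks. With all listed ORFs and the 1996 of the 2640 listed intergenic regions that were used here taken as listed, 3026 shared peaks (59.3%) lay outside, and 392 (28.0%) of those with a fold enrichment of at least 4 in both replicates did. Shared peaks were also ranked by their fold enrichment in the replicate where it is lower. Of the 100 highest, 50 lay outside the regions with strong peaks. Among these 100, 24 lay on an ORF and 31 on an intergenic region with strong peaks, where a peak can lie on both. The 5 highest all lay outside the regions with strong peaks. The first 3 were at scf_8254666 from 481420 to 481586 (fold enrichment 13.1 and 10.8), at scf_8254647 from 39037 to 39206 (9.79 and 11.2) and at scf_8254719 from 432756 to 432927 (8.55 and 9.38), and the remaining ones were at scf_8254550 from 68316 to 68478 (8.29 and 8.78) and at scf_8254402 from 39511 to 39964 (8.27 and 8.30). The last lies on an ORF that the paper lists with a weak peak, and none of the 5 lies on a listed intergenic region used here.

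Peaks near the q-value limit do not account for the count as a whole, since 54.5% of the shared peaks at a −log10 q-value of at least 10 in both lists still lay outside. Chance overlap between dense lists does not account for it either. Of the 7466 replicate 1 peaks outside the regions, 3918 touched a replicate 2 peak, and at most 468 did so in 1000 random placements of the replicate 2 peaks. MACS2 was run with a genome size 28.1 times the summed scaffold length, which lowers the background floor. With the floor set for that summed length, 93.8% of these peaks were at 2-fold or more in both replicates, against 95.9% as deposited, so the floor leaves most of them in place. It lowers some of the highest values, from 8.29 and 8.78 to 5.24 and 5.26 for the peak on scf_8254550 and from 13.1 and 10.8 to 10.4 and 9.63 for that on scf_8254666.

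An explanation that stays open is that the paper's fold enrichment is an average over a whole ORF or intergenic region, which could dilute a short peak. Among shared peaks at 4-fold or more in both replicates, the median length of those outside was 0.443 times that of those inside in replicate 1 and 0.430 times in replicate 2, as this would predict. Longer peaks also touch a listed region more easily, which was not separated from this. The paper's values for regions below 2-fold were not used here. The mapping of reads from repeated sequence was not tested. The 4 samples include no anti-FLAG immunoprecipitate of untagged cells. Signal that does not depend on the tag could recur in both replicates, so none of these tests can exclude it. The design holds a single condition, so no biological explanation was tested.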

How the results depend on the processing

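Alternatives were set before the data were examined, apart from the ones named here as later additions. No paired analysis was possible because each peak list already sets an IP against its own INPUT and the counts compared come from no test between groups. The overlap of replicates stayed above random placement under every setting tried (ratios from 9.74 to 41.7, p = 0.001 throughout, the smallest possible), and rho of the fold enrichment of shared peaks, with Pearson's r of log2 values as an alternative, stayed between 0.776 and 0.873. Neither the planned random placement of peaks against intergenic regions nor a later one of the regions themselves (ratio 8.98) is given as a test, because those regions were chosen for enrichment in the same libraries. The number of ORFs with strong peaks that had a MACS2 peak in both replicates ran from 638 to 833 over the settings other than adding weak-peak ORFs. With a single replicate, 833 had a peak in replicate 2 and 836 in replicate 1. The next counts are of a result under an alternative setting, so the same result can enter more than once. Settings added later, the placements against intergenic regions, the correlations with the paper's fold enrichments and the qPCR values were left out. Of these pairs, 62 kept their direction or stayed within the limits set for them. So did 56 for fold enrichments of single genes or regions, each of which leaves out a replicate. Each of 2 values always lies within their SD of their mean, so these 56 are no evidence of stability. Some of the results behind the 62 moved under other settings, as given next.

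With peaks at a −log10 q-value of at least 10, the lists shrank to 4601 and 2245 peaks, the shared peaks to 2245 (2224 counted in replicate 2), and the shared peaks outside the listed regions to 1224, since fewer peaks enter. Later additions left 3306 shared peaks outside when ORFs with weak peaks were counted as listed, 3026 when intergenic regions at 2-fold or more were as well, and 3677 with a higher background floor. The limit of 10 on −log10 q, added later for the coverage of ORFs at 4-fold or more, gave 76.8%, and leaving out a replicate, also added later, gave from 77.3% to 77.6%. With a fold enrichment of at least 4, the lists held 3254 and 1488 peaks. With the middle of a peak inside the region, 241 intergenic regions, 70 of those at 4-fold or more, 17 ORFs with low expression to no-expression and 7 histone ORFs had a peak in both replicates. With at least 50% covered, 102 intergenic regions and 32 of those at 4-fold or more did. These counts follow from peaks that reach into a region from its neighbour or cover only part of it. Adding ORFs with weak peaks gave 1389 ORFs, and requiring a fold enrichment of at least 4 in both replicates gave 83, as the sets themselves change. With either replicate left out, the count of shared peaks becomes that of the other list, from 5424 to 8667.

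In the paper's qPCR values, leaving out untagged replicate 1 moved the one-sided exact permutation p of RPS22 (difference 2.20) and HFF1 (difference 1.36) from 0.0286 to 0.0667, which is the smallest that 2 against 4 values allow, so the change says nothing about their stability. For HTA3 the difference went from 0.925 to 0.660 and the one-sided exact permutation p from 0.0857 to 0.2. For PDD1 the difference between tagged and untagged cells went from 0.0378 to -0.238. The cause was not tested. Scaling the paper's ORF fold enrichments to aligned tags, added later, lowered the median ratio of replicate 1 to replicate 2 from 1.82 to 1.31 and left 256 ORFs at 4-fold or more with a peak in both replicates. Planned results that were not run are the location of shared peaks relative to genes, the position of summits along the gene, and the tests of ribosomal protein and histone genes against all genes or genes of the same length, because coordinates of all genes on the authors' build were not used here.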

Differences from the paper's values

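The MACS2 fold enrichment of a peak and the paper's fold enrichment of a whole ORF or region are both ratios of IP to INPUT, computed over different stretches and with different scaling. For HTA3, the mean of the MACS2 fold enrichments was 5.49 against the paper's 12.75, and no alternative set before the data were examined closed the gap (5.46 without replicate 2 and 5.51 without replicate 1). For HHF1, the mean was 6.01 against the paper's 9.38. Without replicate 2 it was 6.31, which is within 1.5 times the paper's value, and without replicate 1 it was 5.71, which is not. For RPS22, the mean of 6.47 was within 1.5 times the paper's 9.50, and without replicate 1 the value was 5.96, which is not.

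In the paper's tables, HHF2 stands at 8.84, HTA2 at 8.74 and HTB1 at 8.60, against MACS2 means of 5.59, 4.94 and 5.14, and neither replicate on its own closed these gaps with the paper's mean. For the intergenic region of Fig. 7b, the paper's table gives 7.66 against a mean of 4.99. Without replicate 1 the value was 5.23, which is within 1.5 times the paper's, and without replicate 2 it was 4.75, which is not. The ORFs set apart differ in the other direction. TTHERM_02141639 is at the paper's 2.30 against 4.48, TTHERM_02641280 at the paper's 2.14 against 4.70, and TTHERM_02653301 at the paper's 2.42 against 4.66, and no alternative set before the data were examined closed the gap with the paper's mean.

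In a comparison chosen after seeing the values, each replicate was set against the paper's fold enrichment for the same replicate, matched by the numbers 1 and 2 of the names, a match that the paper's text does not state. In replicate 2, MACS2 values were within 1.5 times the paper's for HHF1 (5.71 against the paper's 6.05), HHF2 (5.79 against 6.32), HTA2 (4.62 against 5.29), HTB1 (5.01 against 5.43) and the intergenic region of Fig. 7b (5.23 against 5.83). In replicate 1 none of these 5 was. HTA3 was beyond that limit in both replicates, with 5.46 against the paper's 16.8 in replicate 1 and 5.51 against 8.66 in replicate 2. RPS22 (6.99 against the paper's 12.3) and HTB2 (5.62 against 10.2) were beyond it in replicate 1 and within it in replicate 2. HHT3 was within it in replicate 1 and just beyond it in replicate 2 (4.14 against the paper's 2.75). In replicate 1, TTHERM_02141639 (4.00 against the paper's 2.87) and TTHERM_02653301 (4.14 against 2.95) were within the limit and TTHERM_02641280 (4.23 against 2.71) was not, and in replicate 2 none of the 3 was.

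Pearson's r between replicates over ORFs was 0.847 (standard error 0.00982) for the highest MACS2 fold enrichment, against the paper's 0.91, and no alternative set before the data were examined was run for it. Computed from the fold enrichments in the paper's own table for the same 833 ORFs, r was 0.912, a calculation chosen after seeing the values.

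The paper ranks HTA3 highest among ORFs. In the MACS2 lists, 220 ORFs with strong peaks had a peak with a higher fold enrichment than that on HTA3 in replicate 1 and 102 in replicate 2. The replicate 1 value at HTA3 is averaged over a peak of 1528 bp that reaches past the ORF. The counts therefore rank peaks and do not show a lower rank of the ORF itself. The paper assigns the intergenic example of Fig. 7b to intergenic localization, where 40.0% of the replicate 1 peak was intergenic, and describes HTA3 as a localization specific to the ORF, where 38.5% of the replicate 1 peak lay inside the ORF.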

Other observations

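Apart from the test of peaks longer than the ORF, the qPCR tests and the counts at all genes of Tables 1 and 3, the tests here were chosen after the result was seen. In replicate 1 the MACS2 fold enrichment divided by the paper's fell as the paper's rose, from a median of 1.12 for ORFs at 2- to 4-fold to 0.525 at 8-fold or more, so that it lay below the paper's at the ORFs the paper ranks highest. The paper's fold enters both this ratio and the classes, so a fall would be seen with any pair of imperfectly correlated measures. With the ORFs ordered by their MACS2 fold instead, the median was 1.15 for the 17 highest and 1.02 for the 539 lowest, but this order favours a rise in the same way, so selection by the paper's fold and a lower MACS2 fold at these ORFs cannot be told apart. Counting noise in a single replicate does not account for all of it, since the median was 0.549 for the 17 ORFs highest in the paper's other replicate. Peaks that extend past the ORF do not account for this as a whole. For ORFs at 6-fold or more with at least 75% of the peak inside the ORF, the median of the MACS2 fold divided by the paper's was 0.631 in replicate 1 (43 ORFs, quartiles 0.600 and 0.710), against 0.628 for all 66. In replicate 2 these medians were 1.08 (45 ORFs) and 1.07, and that at 8-fold or more was 0.974. The MACS2 fold was thus not clearly below the paper's in that replicate. Keeping 1 tag per position may lower the MACS2 values where reads are dense. By the paper's own read counts, IP reads outnumbered the possible tag positions in 835 of 836 ORFs in replicate 1 and in 471 in replicate 2. INPUT reads did so in 85 and 75 ORFs. These counts include redundant reads, which made up 90.3% and 86.1% of all aligned IP tags, so they do not show that positions were filled. The effect of this redundancy on the paper's folds was not tested. At HTA3 there were 28628 IP reads on 1298 positions in replicate 1 and 10911 reads on 1292 positions in replicate 2. The pileup averaged over the HTA3 peak was 50.7% and 40.5% of the highest possible, which argues against filled positions over that peak as a whole. The ORF makes up 38.5% of the replicate 1 peak and 38.6% of the replicate 2 peak, so filled positions within the ORF stay open. Among the 231 ORFs at 4- to 6-fold, the partial Spearman's rho of MACS2 fold with IP reads per position, at an equal fold in the paper, was -0.479 in replicate 1 and -0.277 in replicate 2 (two-sided permutation tests, p = 1e-05, the smallest possible, and p = 4e-05). Local INPUT depth rises with IP reads at an equal fold, so an effect of INPUT depth itself stays open. No biological explanation was tested.

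The ORFs that the paper set apart had a lower fold enrichment in replicate 2 than in replicate 1 in the paper and a higher one in the MACS2 lists. If every position were filled in both IP and INPUT, the kept tag totals would give a fold of 4.48 in replicate 1 and 5.56 in replicate 2. TTHERM_02141639 and TTHERM_02641280 had values of 0.891 to 0.944 times these, with pileups of at least 82.4% of the highest possible, so filled positions may account for their order. At TTHERM_02653301 the lower of the pileups was 36.6% of the highest possible, which argues against filled positions over its peak as a whole. Its folds, however, were 0.926 and 0.929 times those predicted. The paper's counts on this ORF of 311 bp were 103331 IP and 27018 INPUT reads in replicate 1. In replicate 2 they were 52370 and 28133, so filled positions over part of the ORF stay open. What sets its order stays open, and no biological explanation was tested.

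The paper's fold enrichments of ORFs with strong peaks were higher in its first replicate than in its second, which are matched to the peak lists by their numbers, for 835 of 836 ORFs, with a median ratio of 1.82. Scaling to aligned tags in place of sequencer clusters left a median ratio of 1.31, with 804 ORFs higher in the first replicate, so the scaling could account for part of the difference and not for all of it. With that scaling, 256 ORFs were at 4-fold or more on average. A difference between the IPs in enrichment was not tested, although the MACS2 folds of shared peaks were mostly higher in replicate 1, as given below.

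Replicate 1 had 1.60 times as many peaks as replicate 2. Of the 5424 replicate 1 peaks with the highest −log10 q-values, 76.5% touched a replicate 2 peak, against 29.4% of the 3243 others. Weaker peaks would be shared less whatever adds them. A larger number of kept IP tags and a stronger enrichment in the IP of replicate 1 therefore cannot be told apart by these shares. Among the 5104 shared peaks, the MACS2 fold was higher in replicate 1 for 4520 (88.6%), with a median ratio of 1.21. This goes with a stronger enrichment and does not rule out a part for the kept tags. No biological explanation was tested.

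Of the 38 genes listed in Tables 1 and 3 of the paper, which report affinity purifications, 4 are in its ORF table at 2-fold or more, each with a weak peak, and all 4 had a MACS2 peak in both replicates. They are TTHERM_00925560, TTHERM_00476820, TTHERM_00355040 and TTHERM_00006320. The last is tetrin A, which the paper does not count among the members of the complex and did not follow up. Without it, in a count added after the values were seen, 3 of 37 genes are listed, and all 3 had a peak in both replicates.

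In the paper's qPCR values, exact permutation tests of 4 tagged against 3 untagged repetitions gave one-sided p values of 0.0857 for HTA3, 0.0286 for RPS22, 0.0286 for HFF1 and 0.4 for PDD1. The two-sided p values were 0.171, 0.0571, 0.0571 and 0.8. The smallest one-sided p that this design allows is 0.0286. The mean difference between tagged and untagged cells was 0.925 for HTA3, 2.33 for RPS22, 1.57 for HFF1 and 0.0378 for PDD1. As a difference in mean log2 fold it was 2.63 for HTA3, 2.07 for RPS22, 2.66 for HFF1 and 0.779 for PDD1. The order of the genes thus differs between the scales. The lowest untagged value was 0.0150 for HTA3, 0.381 for RPS22, 0.0598 for HFF1 and 0.0119 for PDD1. Without untagged replicate 1, the untagged means were 0.810, 0.779, 0.696 and 0.839. Such low values weigh heavily on the log2 differences, which were not computed without that replicate. On the log2 scale the one-sided exact permutation p was 0.286 for PDD1 and the same as before for the other genes. The tagged values of RPS22 and HFF1 were higher than the untagged ones in 4 of 4 repetitions.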
